# Folic Acid Treatment Directly Influences the Genetic and Epigenetic Regulation along with the Associated Cellular Maintenance Processes of HT-29 and SW480 Colorectal Cancer Cell Lines

**DOI:** 10.3390/cancers14071820

**Published:** 2022-04-03

**Authors:** Sára Zsigrai, Alexandra Kalmár, Barbara K. Barták, Zsófia B. Nagy, Krisztina A. Szigeti, Gábor Valcz, William Kothalawala, Titanilla Dankó, Anna Sebestyén, Gábor Barna, Orsolya Pipek, István Csabai, Zsolt Tulassay, Péter Igaz, István Takács, Béla Molnár

**Keywords:** colorectal cancer, folic acid, genomic stability, DNA methylation, gene expression

## Abstract

**Simple Summary:**

Folic acid (FA) participates in DNA synthesis and in DNA methylation; hence, it has a dual role in established neoplasms. We aimed to observe this phenomenon on FA-treated colorectal cancer cell lines (HT-29, SW480). Our results demonstrated that the maintenance processes, namely cell proliferation, cell viability, and DNA repair, were altered in HT-29 cells for short-term FA supplementation, while genetic and epigenetic regulations of SW480 cells were also affected. Despite the fact that FA is a precursor molecule in methyl donor formation, DNA methylation alterations were observed in both directions, primarily influencing the pathways of carcinogenesis. Moreover, behind the great number of differentially expressed genes, other FA-related effects than promoter methylation were suspected. All of our results point beyond the attributes related to FA so far. The different response of the two cell lines is worth considering in clinical practice to facilitate the effectiveness of therapy in the case of tumor heterogeneity.

**Abstract:**

Folic acid (FA) is a synthetic form of vitamin B9, generally used as a nutritional supplement and an adjunctive medication in cancer therapy. FA is involved in genetic and epigenetic regulation; therefore, it has a dual modulatory role in established neoplasms. We aimed to investigate the effect of short-term (72 h) FA supplementation on colorectal cancer; hence, HT-29 and SW480 cells were exposed to different FA concentrations (0, 100, 10,000 ng/mL). HT-29 cell proliferation and viability levels elevated after 100 ng/mL but decreased for 10,000 ng/mL FA. Additionally, a significant (*p* ≤ 0.05) improvement of genomic stability was detected in HT-29 cells with micronucleus scoring and comet assay. Conversely, the FA treatment did not alter these parameters in SW480 samples. RRBS results highlighted that DNA methylation changes were bidirectional in both cells, mainly affecting carcinogenesis-related pathways. Based on the microarray analysis, promoter methylation status was in accordance with FA-induced expression alterations of 27 genes. Our study demonstrates that the FA effect was highly dependent on the cell type, which can be attributed to the distinct molecular background and the different expression of proliferation- and DNA-repair-associated genes (*YWHAZ*, *HES1*, *STAT3*, *CCL2*). Moreover, new aspects of FA-regulated DNA methylation and consecutive gene expression were revealed.

## 1. Introduction

Folate, also known as vitamin B9, is mainly found in green leafy vegetables [1]. Its synthetic form, called folic acid (FA), is more stable chemically and has higher bioavailability than food folates [2]. FA is often used commercially in nutritional supplements and fortified products [3].

Folate mediates the transfer of one-carbon units for nucleotide synthesis and also for the formation of S-adenosylmethionine (SAM), the main methyl donor molecule responsible for most of the methylation reactions, including that of DNA [1]. Based on these facts, folate is involved in both genetic and epigenetic regulations, thereby being essential for normal cell growth and development [1]. Due to the dual modulatory effect, its role in carcinogenesis is still controversial [4], but it is becoming increasingly evident that the timing of folate supplementation is crucial [2]. Before neoplastic transformation, the FA treatment seems to be beneficial [4] because of its protective role against nucleotide imbalance, as well as the resulting DNA synthesis and repair defects [5]. In addition, FA supplementation in normal tissues can prevent global DNA hypomethylation, which is considered the hallmark of cancer by causing genomic instability [1,4]. On the other hand, in pre-existing neoplastic cells—where DNA replication is accelerated—folate has a conducive effect, since it serves as the precursor of nucleotides [2]; moreover, it may silence tumor suppressor genes by methylating their promoter region [1,6]. However, folate deficiency has the exact opposite impact to that mentioned before, both on healthy and on cancerous tissues [1]. Besides timing, the applied FA dose also has significance for tumor progression, as evidenced by numerous in vivo and in vitro experiments [7,8,9,10,11,12].

The colonic epithelium is considered to have one of the highest proliferation rates in the human body [13], and as such, it has a huge folate demand [14]. This tissue is greatly involved in tumor transformation caused by folate deficiency. As a result, the role of vitamin B9 in carcinogenesis has been intensively studied in colorectal cancer (CRC) [15]. Nevertheless, drugs interfering with folate metabolism, such as 5-fluorouracil (5-FU), are generally used in CRC treatment [16]. Chemotherapeutic regimens, such as FOLFIRI or FOLFOX, include a folate derivate, namely leucovorin, to increase the effect of 5-FU [17].

The main goal of our study was to observe the independent effect of FA on an already developed tumor by focusing on the processes in which FA has previously been reported to be involved. Hence, we investigated genetic and epigenetic regulation with transcriptome and methylome analyses, as well as the consequent maintenance mechanisms necessary for tumor growth and development, namely cell proliferation, cell viability, and DNA repair. To model the conditions of an FA-depleted diet and an adequate FA intake [8], we either exposed CRC cells to an FA-free environment (0 ng/mL) or treated them with 100 ng/mL FA. Additionally, we were interested in the beneficial or even adverse effects of extremely high FA doses on the cell lines; therefore, supraphysiological concentrations (10,000 ng/mL) were applied as well.

Since the majority of CRCs have arisen through the chromosomal instability (CIN) pathway [18], we used two CRC cell lines, namely HT-29 and SW480, representing this phenotype. Besides the similarity of CIN status, principal differences exist in respect of their molecular features, which made these cell lines suitable subjects for analyzing the dependency of the FA act on the genetic and epigenetic background. Among others, according to the consensus molecular subtype (CMS) and CpG island methylator phenotype (CIMP) classification systems, HT-29 is considered as a CMS3 (metabolic) and CIMP+, while SW480 is a CMS4 (mesenchymal) and CIMP- cell line [19,20,21]. Additionally, based on our previous whole-exome sequencing (WES) analysis [22], differences of driver mutations (HT-29: *BRAF*, SW480: *KRAS*), as well as altering mutation profiles of methylenetetrahydrofolate reductase (*MTHFR*), a key mediator gene involved in the folate cycle, were identified [22,23,24]. The latter can be accounted for approximately 50% and 70% reduction in the MTHFR activity in HT-29 and SW480 cells, respectively, thereby greatly influencing the bioavailability of the applied FA [25,26].

## 2. Materials and Methods

### 2.1. Cell Cultures

HT-29 (ATCC HTB-39) and SW480 (ATCC CCL-228) human colon adenocarcinoma cell lines were cultured in RPMI 1640 medium (LM-R1641, Biosera, Ringmer, UK) containing 10% fetal bovine serum (Biosera), 80 mg/2 mL gentamycin (Sandoz GmbH, Kundl, Austria), and 2 mM L-glutamine (Biosera). Cells were maintained at 37 °C in a 5% CO_2_ humidified atmosphere.

Prior to FA treatment, 1.25 × 10^5^ cells were seeded in triplicate in each well of a 6-well plate (Sarstedt, Nümbrecht, Germany) and incubated for 24 h in 2.5 mL growth media. For proliferation and viability assays, 96-well plates (Sarstedt) were used, and cells were seeded with a density of 3 × 10^3^ cells/well in 100 μL media.

Following the 72 h long incubation period, washing with 1× phosphate-buffered saline (PBS) was performed 3 times, and the culture media were changed to FA-free RPMI 1640 (LM-R1642, Biosera). FA-depleted cells (HT-29_0_, SW480_0_) were kept in this type of media without any additional substances. Chronic supplementation can provide approximately 100 ng/mL FA concentration in human blood serum [8], and we determined the supraphysiological dose as 100 times this value; therefore, 100 ng/mL (HT-29_100_, SW480_100_) and 10,000 ng/mL (HT-29_10,000_, SW480_10,000_) FA concentrations were applied. According to the manufacturer’s instruction, FA (Sigma-Aldrich, St. Louis, MO, USA) was dissolved in 1M NaOH before it was added to the medium. After 72 h, cells were harvested with TrypLE Express (Thermo Fisher Scientific, Carlsbad, CA, USA), then they were counted to monitor cell proliferation. Trypan blue dye exclusion technique was applied to monitor cell viability. Treatment with only 1 M NaOH was also carried out in the same amount used in the case of FA supplementation to detect its individual effect on the cells. The results of control samples were subtracted from those treated with FA in order to optimize the final values. The raw data of Figures 1, 2 and 3a,b can be found in Table S1.

### 2.2. Cell Viability and Proliferation Analysis with alamarBlue and Sulforhodamine B Assays

Cell viability was measured with alamarBlue. The obtained results refer to the activity of the electron transport chain; hence, it is a so-called indicator of cell health. Furthermore, Sulforhodamine B (SRB) assay was used for cell proliferation detection, as it can estimate the protein mass of cultured cells.

AlamarBlue (Thermo Fisher Scientific) was added to the wells 4 h prior to the 72 h long incubation period. Next, the fluorescence was measured in the 570–590 nm range for cell viability detection using a fluorimeter (Fluoroskan Ascent FL Microplate Fluorometer and Luminometer, Thermo Fisher Scientific).

Following the measurement, we carried out Sulforhodamine B assay on the same plate to detect cell proliferation changes. First, cells were fixed using trichloroacetic acid for 1 h at 4 °C, then washed with tap water. Dyeing was performed with 50 μL 0.4% *m/v* sulforhodamine B solution for 15 min at room temperature (RT), and the unbound dye was removed with 1% *v/v* acetic acid. After air drying, 150 μL of 10 mM, unbuffered tris base was added to the wells, and the samples were shaken thoroughly. Finally, absorbance was measured with a microplate reader at 570 nm wavelength using Transmit software (Multiskan MCC 355, Thermo Fisher Scientific). The percentage of cell viability and cell proliferation was compared to the samples kept in the RPMI 1640 growth media. One-way ANOVA, followed by Tukey’s multiple comparisons test, was applied to assess statistical significances (*p* *≤* 0.05) using Prism 8.0.2 software (GraphPad, San Diego, CA, USA).

### 2.3. Cell Cycle Analysis with Flow Cytometry

After harvesting around 1 × 10^6^ HT-29 and SW480 cells, 1× PBS washing was performed, and cells were fixed by keeping them at −20 °C in 70% ethanol overnight. The next day, the samples were centrifuged, and the pellets were resuspended with 1× PBS. Following RNase (Thermo Fisher Scientific) treatment for 15 min, 2 μL propidium iodide (2 mg/mL) (Sigma-Aldrich) was added to the samples. FACSCalibur bench-top flow cytometer (Becton, Dickinson and Company, Franklin Lakes, NJ, USA) and CellQuest Pro software (Becton, Dickinson and Company) were used to measure the samples and analyze the results. Statistical significances (*p ≤* 0.05) were assessed by two-way ANOVA followed by Tukey’s multiple comparisons tests using Prism 8.0.2 software (GraphPad).

### 2.4. Genomic Stability Detection with Micronucleus Scoring

Micronucleus scoring was applied to detect the level of genetic damage via the analysis of chromosomes or their fragments that lagged behind during cell division. HT-29 and SW480 cells were grown on glass coverslips, placed into 6-well plates, as described before by Valcz et al. [27], and, following a 24 h long incubation period, we performed the FA treatment. Cells were fixed with 10% buffered formalin for 10 min at 4 °C, and permeabilization was carried out with 0.2% Triton-X-100 for another 10 min at RT. Anti-γ-H2AX antibody (ab26350, Abcam, Cambridge, UK) (1 h; 1:150 dilution; RT; anti-mouse) labeled with Alexa 488 (Invitrogen, Carlsbad, CA, USA) (30 min; 1:200 dilution; RT) was used for γ-H2AX detection in the micronuclei. Cell nuclei and micronuclei were stained with DAPI staining (Thermo Fisher Scientific) (5 min; 1:1000 dilution; RT). Washing with 1× PBS was performed 3 times between each step of the immunostaining. Slides were digitized in 21 Z-axial confocal layers of 0.4 μm focus steps using Pannoramic Confocal scanner (3DHISTECH Ltd., Budapest, Hungary), and an area containing at least 4000 cells per sample was analyzed. CellQuant tool of CaseViewer software (3DHISTECH) was applied to count micronucleus (MN) numbers and to obtain the percentage of cells with MN. The range within the MN number was detected was in line with the data of previous studies [28,29]. Frequently detected chromatin-containing nuclear blebs, which were not evidently separated from the nuclei, were excluded from the analysis. Statistical significances (*p* ≤ 0.05) were evaluated by one-way ANOVA followed by Tukey’s multiple comparisons test using Prism 8.0.2 software (GraphPad).

### 2.5. Genomic Stability Detection with Comet Assay

Comet assay was used for the detection of DNA strand breaks, since free DNA segments have increased migration speed during electrophoresis. At the end of the 72 h long FA treatment period, we removed the cells from the bottom of the plate with a rubber policeman, then washed the samples with Dulbecco’s PBS (Sigma-Aldrich). The Comet Assay Kit (Abcam) was applied according to the manufacturer’s protocol with a minor modification: original slides were replaced with agarose-coated Superfrost Ultra Plus slides (Thermo Fisher Scientific). Single-cell electrophoresis was performed in alkaline electrophoresis solution at 150 mA for 45 min. Vista Green Dye (Abcam) was used to stain the DNA. Comets were captured by an AxioCam camera (Carl Zeiss AG, Oberkochen, Germany) attached to a fluorescence microscope (Carl Zeiss AG). At least 50 cells/sample were analyzed using Comet Score software, and tail DNA% was defined as the ratio of tail DNA and cell DNA length. Statistical analyses were carried out using Prism 8.0.2 software (GraphPad), and significances (*p* *≤* 0.05) were assessed by one-way ANOVA test followed by Tukey’s multiple comparisons test.

### 2.6. DNA Methylation Analysis with LINE-1 Pyrosequencing

DNA isolation was performed with High Pure PCR Template Preparation Kit (Roche, Mannheim, Germany). Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific) was used on Qubit 1.0 fluorometer (Thermo Fisher Scientific) for measuring the concentration of the extracted DNA; then, samples were stored at −20 °C for later analyses. Bisulfite conversion of 100 ng DNA was performed with EZ DNA Methylation-Direct Kit (Zymo Research, Orange, FL, USA). PyroMark PCR Kit (Qiagen, Hilden, Germany) was used to amplify a 146-basepair-long region of long interspersed nuclear element 1 (LINE-1) retrotransposon, and the PCR product was visualized with gel electrophoresis using 2% agarose gel. According to the instructions of PyroMark Q24 CpG LINE-1 Handbook (Qiagen), samples were prepared for pyrosequencing on a PyroMark Q24 Vacuum Workstation (Qiagen). Pyrosequencing was performed by PyroMark Q24 System (Qiagen), and LINE-1 methylation level was quantified with PyroMark Q24 Software (Qiagen). The mean methylation level of three LINE-1 CpG (cytosines followed by guanine residues) sites was interpreted as the global DNA methylation level of the given sample. Two-way ANOVA followed by Tukey’s multiple comparisons test was applied to determine statistical significances (*p* *≤* 0.05) using Prism 8.0.2 software (GraphPad).

### 2.7. DNA Methylation Analysis with Reduced Representation Bisulfite Sequencing

The isolated DNA from HT-29 and SW80 cells kept in 0 and 10,000 ng/mL FA-containing media was used for genome-wide methylation profile analysis with Premium Reduced Representation Bisulfite Sequencing (RRBS) Kit (Diagenode Diagnostics, Seraing, Belgium). After enzymatic digestion, ends preparation, adaptor ligation, and size selection, the samples were quantified with qPCR. Based on their Ct value, 2 pools were created. Following the bisulfite conversion and amplification steps, DNA was quantified with Qubit 1.0 Fluorometer using Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific). Then, quality control was performed with Agilent 2100 Bioanalyzer using Agilent High Sensitivity DNA Kit (Agilent Technologies, Santa Clara, USA). The samples were prepared according to the Next Seq System Denature and Dilute Libraries Guide (Illumina, San Diego, USA), then transferred to NextSeq 500/550 High Output Sequencing kit v2 (75 cycles) (Illumina). Finally, we used NextSeq 500 instrument (Illumina) for sequencing. Sequencing data were assembled into single FASTQ files by merging the results of different sequencing lanes. As a quality assessment step, fastQC [30] was run on all resulting FASTQ files. Adapter and quality trimming was performed with Trim Galore, with default settings optimized for Bisulfite-Seq files. Prior to alignment, the hg38 version of the human reference genome was bisulfite converted in silico and indexed using the Bismark software [31]. Alignment and methylation calling were performed by the same software with default parameter values. The lists of differentially methylated sites (DMSs), along with CpG content and coverage histograms in sample pairs, were obtained with the methylKit R package [32]. The default “SLIM” method was used for multiple testing correction. The list of potential DMSs was filtered out if either the methylation difference between the two compared samples was below 15%, or the q-value of the comparison was above 0.05. Annotation of DMSs was performed using the appropriate annotation databases downloaded from the UCSC Genome Browser website [33]. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed using The Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 tool [34]. The top 10 KEGG pathways significantly (*p* *≤* 0.05) enriched for DMSs in both cell lines were determined and later illustrated with heatmaps.

### 2.8. Whole Genomic Expression Analysis with Microarray

HT-29 and SW480 cells kept in the FA-free medium or treated with 10,000 ng/mL folate were involved in this evaluation. Harvested cells were washed with 1× PBS; then, following a centrifugation step, pellets were resuspended with 350 μL RLT buffer containing β-mercaptoethanol. Total RNA was purified with RNeasy Mini Kit (Qiagen), and isolated RNA concentration was measured with Qubit 1.0 fluorometer using RNA HS Assay Kit (Thermo Fisher Scientific). Agilent 6000 Pico Assay Kit on Agilent 2100 Bioanalyzer system (Agilent Technologies) was used for determining the integrity of RNA. Samples with a higher RNA integrity number (RIN) than 8 were applied for further analysis. Using GeneChip WT PLUS Reagent Kit (Thermo Fisher Scientific), amplification, quantification, fragmentation, and terminal labeling were performed, followed by target hybridization to HTA 2.0 microarray (Human Transcriptome Array 2.0, Affymetrix, Santa Clara, CA, USA) according to the manufacturer’s instructions. Washing, staining, and scanning steps were performed as previously described by Kalmar et al. [35].

The signal space transformation–robust multi-array average (SST-RMA) algorithm was applied for background subtraction, normalization, and signal summarization. Gene expression alterations were evaluated using Transcriptome Analysis Console 4.0 (TAC 4.0, Affymetrix) software. Transcript IDs showing significant alterations (*p* *≤* 0.05) with a fold change (FC) equal or greater than 1.5 and equal or lower than −1.5 were annotated with Ensembl Genome Browser BioMart and used for further analyses. We obtained the normalized log2 values from the TAC 4.0 software, and with the use of the “prcomp” package of R, we performed principal component analysis (PCA). Protein–protein interaction (PPI) networks of differentially expressed genes were built with the StringApp of Cytoscape software. Color coding was applied for indicating the expression level of the genes (dark blue: FC ≤ −2, light blue: FC ≥ −2 and ≤ −1.5, light red: FC ≥ 1.5 and ≤ 2, dark red: FC ≥ 2). Top 10 genes showing significant (*p* *≤* 0.05) up- and downregulation, as well as genes with a promoter methylation status alteration in accordance with their expression level (*p* *≤* 0.05 and fold change ≥ |1.5|), were visualized with volcano plots using TAC 4.0. Finally, Protein Analysis Through Evolutionary Relationships 16.0 classification system (PANTHER 16.0) was applied for determining the molecular pathways in which the affected genes were involved.

## 3. Results

### 3.1. Effect of Folic Acid Treatment on Cell Proliferation, Cell Viability, and Cell Cycle

As a first step, we examined the results of FA treatment on the proliferation of two CRC cell lines using SRB assay (Figure 1a). In HT-29 cells, the highest proliferation rate was detected following 100 ng/mL FA supplementation (HT-29_100_: 128.43 ± 24.94%). Meanwhile, FA depletion (HT-29_0_: 101.25 ± 13.53%) and 10,000 ng/mL FA concentration (HT-29_10,000_: 86.06 ± 20.75%) caused significant (*p ≤* 0.05) reduction compared to this value. By contrast, remarkable alterations were not observed in SW480 cell line for different FA supplies (SW480_0_: 90.96 ± 9.72%, SW480_100_: 88.75 ± 2.69%, SW480_10,000_: 84.15 ± 10.67%).

The tendency of cell viability was analogous to the results detected during cell proliferation analyses (Figure 1b). In HT-29 cells, the values were decreased in the case of FA depletion (HT-29_0_: 91.57 ± 13.27%) and also for supraphysiological (HT-29_10,000_: 64.06 ± 20.24%) treatment compared to 100 ng/mL FA level (HT-29_100_: 115.81 ± 30.88%). However, in SW480 cells, the viability was around 90%, independent of the applied FA dose (SW480_0_: 90.22 ± 9.55%, SW480_100_: 90.05 ± 5.03%, SW480_10,000_: 89.72 ± 11.22%).

In order to examine how FA treatment affects the cell cycle, fluorescence-activated cell sorting (FACS) measurement was performed. The proportion of cells in the different cell cycle phases was specific to the given cell type, with a G0/1 phase dominance in HT-29 and an S phase dominance in SW480 cells. Interestingly, it was not affected by any treatment conditions (an average of all HT-29 samples: 62.51 ± 4.76% in the G0/G1, 17.90 ± 4.32% in the G2/M, and 19.59 ± 2.12% in the S phase; an average of all SW480 samples: 41.31 ± 1.60% in the G0/G1, 0.81 ± 0.66% in the G2/M, and 57.88 ± 1.59% in the S phase).

**Figure 1:**
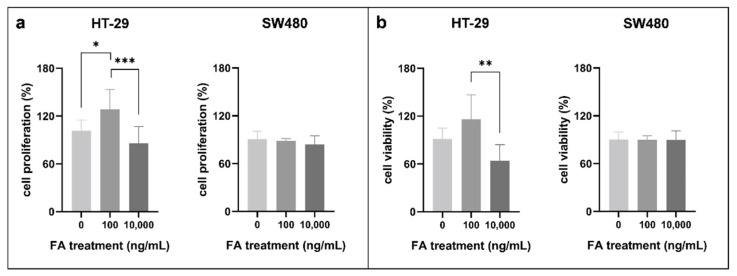
(**a**) Cell proliferation and (**b**) cell viability alterations of HT-29 and SW480 colorectal cancer cell lines following different folic acid (FA) supplies. Sulforhodamine B (SRB) was used for cell proliferation detection (* *p ≤* 0.05, *** *p ≤* 0.001), while cell viability data were obtained by alamarBlue assay (** *p ≤* 0.01). FA-depleted cells were kept in media containing 0 ng/mL FA, whereas treated cells were exposed to 100 and 10,000 ng/mL FA for 72 h. The percentages of cell proliferation and viability were given relative to samples kept in the normal growth media. FA: folic acid.

### 3.2. Effect of Folic Acid Treatment on Genomic Stability

We analyzed genomic stability alterations affected by FA treatment with MN scoring (Figure S1) and comet assay (Figure S2). According to immunocytochemistry (Figure 2a), 0.56 ± 0.05% of the HT-29 cells proved to have MN in the FA-depleted environment, while, as a result of FA treatment, this value significantly (*p ≤* 0.01) decreased (HT-29_100_: 0.17 ± 0.05%, HT-29_10,000_: 0.25 ± 0.09%). On the other hand, 0.79 ± 0.10% SW480 cells kept in FA-free medium had MN, and the ratio was barely affected by the FA treatment (SW480_100_: 0.74 ± 0.07%, SW480_10,000_: 0.77 ± 0.16%).

Besides DAPI staining, anti-γ-H2AX antibody was applied, and the rate of micronuclei showing γ-H2AX positivity compared to all micronuclei was determined. Approximately 79% of these particles were γ-H2AX positive, independent of the cell type or the treatment condition (HT-29: 76.68 ± 3.54%, SW480: 80.35 ± 6.46%).

In the case of comet assay, the percentage of DNA in the comet tail was the parameter used to describe DNA damage (Figure 2b). In FA-depleted HT-29 cells, tail DNA was 37.35 ± 3.45%, which was even higher in SW480 cells with a 58.79 ± 0.83% rate. Following FA supplementation, a reduction in comet tail length could be observed in HT-29 samples (HT-29_100_: 31.23 ± 3.41%, HT-29_10,000_: 20.07 ± 3.59%), while in FA-treated SW480 cells, prominent alterations were not detected (SW480_100_: 59.84 ± 1.89%, SW480_10,000_: 58.24 ± 2.56%).

**Figure 2:**
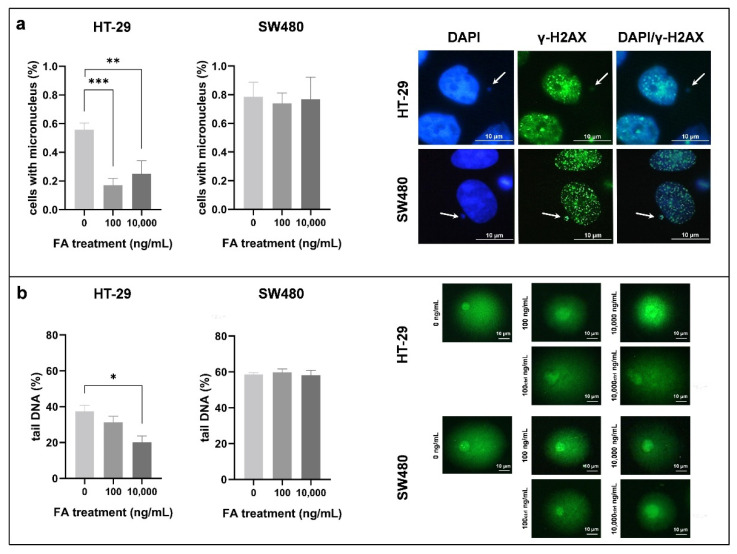
Genomic stability detection of HT-29 and SW480 cells exposed to different folic acid (FA) concentrations (0, 100, 10,000 ng/mL). (**a**) Micronucleus (MN) scoring was performed on DAPI- and anti-γ-H2AX-stained slides. Left: We obtained the results by proportioning the cells with MN with all cells counted (** *p ≤* 0.01, *** *p ≤* 0.001). Right: Representative γ-H2AX-positive micronuclei are indicated with arrows. (**b**) DNA integrity was evaluated with comet assay, additionally. Left: Graphs show the changes in genomic stability in consideration of comet tail DNA percentage (* *p ≤* 0.05). Right: Characteristic comets of both cell lines were captured following different treatments. FA: folic acid.

### 3.3. Effect of Folic Acid Treatment on DNA Methylation

FA is involved in the DNA methylation process; thereby, the analysis of its alterations was needed. The methylation levels of three LINE-1 CpG sites were summarized (Figure 3a) and also visualized individually (Figure 3b) to assess global DNA methylation. Although HT-29 cells had an 11.59% higher DNA methylation level than SW480 samples, remarkable changes could not be detected for FA supplementation in any of the cell lines (HT-29_0_: 59.30 ± 2.90%, HT-29_100_: 61.68 ± 4.17%, HT-29_10,000_: 60.42 ± 2.12%; SW480_0_: 48.76 ± 4.93%, SW480_100_: 49.15 ± 6.13%, SW480_10,000_: 48.73 ± 7.27%).

Next, we determined DNA methylation changes with RRBS in order to compare the genome-wide methylome map of FA-depleted and 10,000 ng/mL FA-treated samples. Following FA supplementation, the number of genes with methylated (HT-29_hyper_: 1436, SW480_hyper_: 1368) and unmethylated (HT-29_hypo_: 1368, SW480_hypo_: 1370) CpG sites was similar within a cell line and between the two cell types as well (Figure 3c). KEGG enrichment analysis revealed that genes that underwent methylation changes following the FA treatment were dominantly associated with carcinogenesis in both cell lines (Figure 3d). The gene numbers in different pathways were within the range of 40–117. Based on the localization of DMSs in distinct chromosomal states, the heterochromatin or low signal regions (HT-29: 27.57%, SW480: 31.61%) along with active (HT-29: 22.29%, SW480: 20.29%) and weak (HT-29: 18.57%, SW480: 17.81%) promoter sequences were mainly represented (Figure 3e).

**Figure 3:**
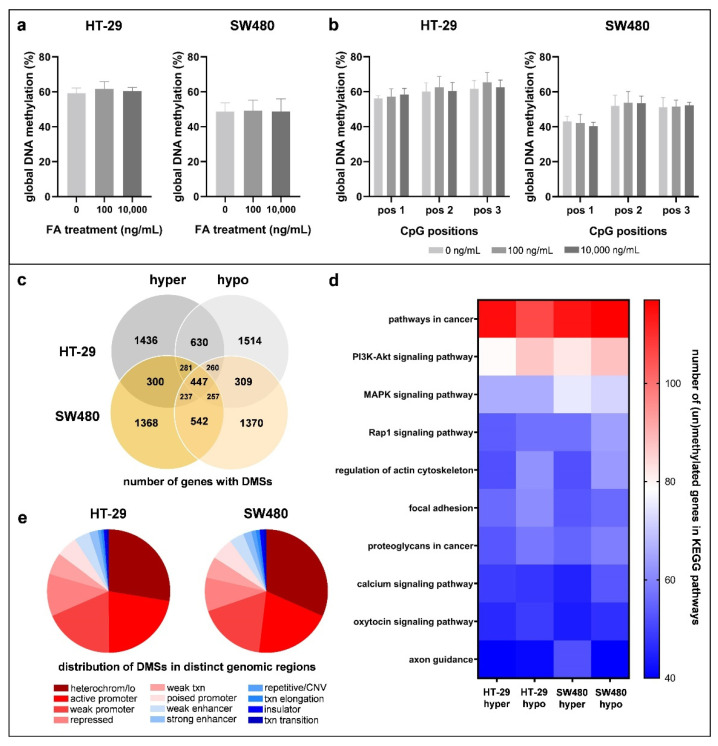
DNA methylation analysis of HT-29 and SW480 cell lines exposed to different folic acid (FA) concentrations. The methylation levels of long interspersed nuclear element 1 (LINE-1) CpG positions (pos 1, pos 2, pos 3) were (**a**) summarized and also (**b**) visualized individually to detect global DNA methylation changes. With the use of Reduced Representation Bisulfite Sequencing (RRBS) method, a genome-wide methylome profile of 10,000 ng/mL FA-treated cells was established in the comparison of cells kept in FA-free (0 ng/mL FA) media. (**c**) Firstly, the number of genes with altered methylation in the investigated CpG sites was assessed. “Hyper” and “hypo” sections indicate the number of genes with methylated and unmethylated CpG sites, respectively. The intersection of these two categories refers to the genes that possess both methylated and unmethylated CpG dinucleotides. (**d**) Heatmap shows the top 10 significantly (*p ≤* 0.05) enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways with the number of differentially methylated genes. (**e**) Pie charts represent the localization of differentially methylated sites (DMS) in distinct chromatin states. FA: folic acid; pos: CpG position; hyper: hypermethylation; hypo: hypomethylation; DMSs: differentially methylated sites; heterochrom/lo: heterochromatin or low signal region; txn: transcription; CNV: copy number variation; KEGG: Kyoto Encyclopedia of Genes and Genomes.

### 3.4. Effect of Folic Acid Treatment on Gene Expression

Folate can influence gene expression through its interplay in epigenetic modifications. Microarray analysis of non-treated and 10,000 ng/mL FA-treated cells was performed to investigate the above-mentioned phenomenon. 

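The array reads messenger RNA together with long noncoding RNA and with short structured RNAs such as 5S rRNA, small nuclear RNA and small nucleolar RNA, each locus as a transcript cluster of probes. HT-29 and SW480 are established lines of human colorectal adenocarcinoma. Total RNA from cells of each line, kept for 72 h at 0 or 10000 ng/mL FA, was hybridised to 3 Human Transcriptome Array 2.0 chips per group, 12 arrays in 4 groups. The authors subtracted the background, normalized and summarised the signals with SST-RMA and exported log2 values, which were used as deposited. They cover 67528 transcript clusters without a missing value. The platform table gives a single gene symbol for 23781 clusters, several for 1543 and none for 42204. Where the paper's Table S2 names a cluster that the platform table does not list, the name of Table S2 was used.
Each cell line's FA effect is the mean log2 value at 10000 ng/mL minus that at 0 ng/mL. It was tested with limma over the 4 groups (8 residual degrees of freedom, moderated variances) and adjusted by Benjamini and Hochberg over all clusters. A gene is said to have risen or fallen only at an adjusted p under 0.05. The criteria of the paper, an unadjusted p of at most 0.05 and a fold change of at least 1.5, were applied beside this to the same fit. Groups of genes fixed before the data were examined were compared with all other genes by limma's camera at a preset correlation of 0.01 between genes, and again with an estimated correlation. In the tests of single clusters the p-values measure the spread between these 12 samples. The labels call the replicates biological and the paper's cells were seeded in triplicate, while separate cultures are not stated. The camera p-values at the preset correlation compare the genes of a list with other genes. They do not measure how a list varies between samples.
HT-29 0 ng/mL replicate 3 differed from every other array. Its median was 4.75, against 4.30 to 4.40 in the other HT-29 arrays and 4.40 to 4.58 in SW480, and its SD over clusters was 1.86, against 2.17 to 2.20 in the other HT-29 arrays. Its correlation over clusters with the other HT-29 arrays was 0.944 to 0.954, while these correlated with one another at 0.988 to 0.995 and the SW480 arrays at 0.986 to 0.995. Values between the cell lines correlated at 0.885 to 0.927. Relative to the other untreated HT-29 arrays, its median deviation ran from 0.40 in clusters below 4 to -0.93 in clusters above 10, so HT-29 values are also given without it where they move. The number of arrays limits the precision of all values.

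**Figure D1:**
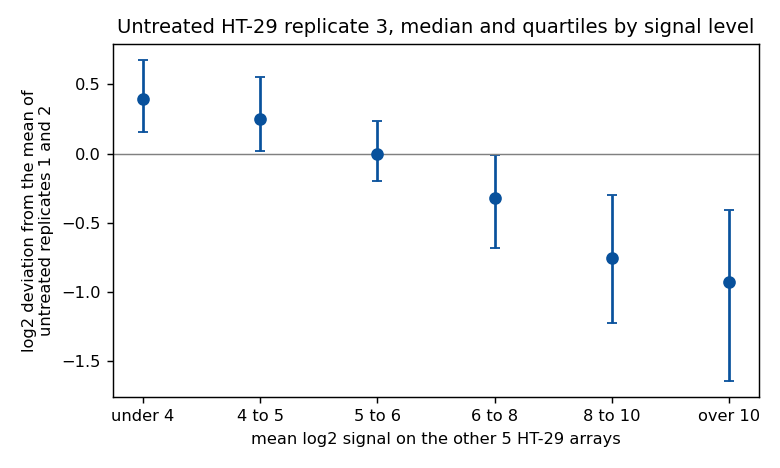
Deviation of HT-29 0 ng/mL replicate 3 from the mean of the other untreated HT-29 arrays (vertical axis, log2), by the mean log2 signal of the other 5 HT-29 arrays (horizontal axis). The medians of the bins run from 0.40 below 4 to -0.93 above 10.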

We focused on transcripts owning gene symbols, according to Ensemble BioMart annotation, that showed significant alterations with a fold change (FC) equal or greater than 1.5 and equal or lower than −1.5. Following FA supplementation, genes with decreased expression predominated mainly in HT-29 cells (HT-29: 78.82% down- and 21.18% upregulation, SW480: 60.60% down- and 39.40% upregulation) (Figure 4a). However, the number of altering genes (HT-29: 458, SW480: 769) (Figure 4a) and also the extent of the alterations analyzed with PCA (Figure S3) were higher in the SW480 cell line. Moreover, according to PPI networks constructed by STRING, the predicted functional associations of proteins encoded by these genes were also more complex (HT-29: 113 nodes and 82 edges, SW480: 186 nodes and 221 edges). 

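Genes of cell division stood on the higher side in HT-29 after FA. Of the 10 splits of the HT-29 arrays into 3 and 3, the real one included, 5 called at least the 19 lists called here (highest other 25). The number of calls thus does not set FA apart from other structure among the arrays. By flow cytometry, the paper found the cell cycle phases unaffected by treatment. All 34 genes of mitosis, which build the spindle and part the chromosomes, had a higher mean with FA, with a median log2 fold change of 0.45 (adjusted p = 1.51e-10). They include TOP2A, the topoisomerase that untangles replicated DNA (log2 fold change 0.77), HMMR, which organises spindle microtubules (0.57), CENPF of the kinetochore (0.53) and CCNB1, the cyclin that starts mitosis (0.49). Of 40 genes of DNA replication and S phase, 37 were higher and 3 lower (median 0.24, adjusted p = 1.51e-07), among them the primase subunit PRIM1 (0.92) and the helicase subunits MCM7 (0.70) and MCM6 (0.60). Of 25 genes of nucleotide synthesis, the route that takes its carbon units from folate, 22 were higher and 3 lower (median 0.16, adjusted p = 1.67e-05), with the purine enzymes PAICS (0.42) and GMPS (0.67). Wnt targets had 13 higher and 5 lower of 19 (median 0.14, adjusted p = 0.00617), with the G1 cyclin CCND1 (0.60), the stem cell marker PROM1 (0.72), the transcription factor SOX9 (1.12) and the hyaluronan receptor CD44 (1.05). On the lower side stood loci of 5S rRNA, the small RNA of the large ribosomal subunit, and of its pseudogenes (66 higher and 426 lower of 493, median -0.22, adjusted p = 3.26e-09). MicroRNA loci had 211 higher and 823 lower of 1040 (median -0.15, adjusted p = 7.95e-06), and long intergenic RNAs 90 higher and 445 lower of 542 (median -0.12, adjusted p = 5.95e-07). The medians of the latter lists turn to 0.00 and 0.04 when every array is centred on its median, and that of long intergenic RNA to 0.01 after another quantile normalization. Of the members of these 7 lists, only the microRNA locus MIR3682 passed when adjusted over the list alone, lower (adjusted p = 0.0143).
All of these camera calls were lost with an estimated correlation (adjusted p = 0.532 for mitosis, replication, nucleotide synthesis and Wnt targets, and 0.548 for the 3 RNA lists). Without HT-29 0 ng/mL replicate 3 the calls held, with smaller medians: 0.09 for mitosis, 0.02 for replication, 0.04 for nucleotide synthesis, 0.06 for Wnt targets, -0.05 for 5S rRNA, -0.03 for microRNA loci and -0.02 for long intergenic RNA. Their members had smaller values as well, TOP2A 0.37, PRIM1 0.36, MCM7 0.36, GMPS 0.19, SOX9 0.54, CD44 0.52, PROM1 0.46 and CCND1 0.31, and the number of Wnt targets that met the paper's criteria went from 4 to 0. In a fit of HT-29 alone without that array, chosen after seeing the data, replication (adjusted p = 0.132) and microRNA loci (0.0621) lost their calls. After another quantile normalization, replication (adjusted p = 0.521), nucleotide synthesis (0.472) and Wnt targets (0.0590) lost their calls.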

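A further set of HT-29 groups was called higher with FA, and lost the call with an estimated correlation and also without HT-29 0 ng/mL replicate 3. In a fit of HT-29 alone without that array, chosen after seeing the data, endoplasmic reticulum stress and methionine cycle genes kept it (adjusted p = 0.0478 for both). The nuclear genes of oxidative phosphorylation had 29 higher and 7 lower of 36 (median 0.17, adjusted p = 1.86e-05, and 0.0814 without the array), with UQCRC2 of respiratory complex III at 0.78 and the ATP synthase subunit ATP5F1B at 0.66. Cytosolic ribosomal proteins had 40 higher and 7 lower of 48 (median 0.13, adjusted p = 6.95e-05); without the array the direction turned (adjusted p = 0.719), as it did after another quantile normalization (median -0.02). Of 36 interferon-stimulated genes 27 were higher and 7 lower (median 0.19, adjusted p = 7.59e-05, and 0.0981 without the array), among them the antiviral membrane protein IFITM3 (1.01) and the translation inhibitor SAMD9 (0.84). Endoplasmic reticulum stress genes had 18 higher and 6 lower of 24 (adjusted p = 0.00130, and 0.0741 without the array), with the chaperones CALR (0.84) and PDIA3 (0.53). Immediate early and MAPK genes had 24 higher and 10 lower of 34 (median 0.11, adjusted p = 0.00359, and 0.156 without the array), with the growth-responsive factors KLF6 (0.83) and FOS (0.54). Glycolysis had 16 higher and 4 lower of 20 (median 0.16, adjusted p = 0.00391, and 0.817 without the array). Replication-dependent histones, which package new DNA, had 23 higher and 9 lower of 33 (median 0.25, adjusted p = 0.00516), and turned without the array (adjusted p = 0.947). Cholesterol synthesis had 15 higher and 4 lower of 20 (median 0.10, adjusted p = 0.0165, and 0.382 without the array), and its median was -0.01 after another quantile normalization. Genes of apoptosis had 17 higher and 8 lower of 27 (median 0.05, adjusted p = 0.0263, and 0.651 without the array). The methionine cycle, which turns folate carbon into methyl groups, had 11 higher and 5 lower of 17 (median 0.14, adjusted p = 0.0343, and 0.104 without the array), with AMD1 of polyamine synthesis at 0.72.
Leaving out HT-29 10000 ng/mL replicate 1 also ended the calls of MAPK genes (adjusted p = 0.0552), glycolysis (0.185), cholesterol synthesis (0.0796), apoptosis (0.108) and the methionine cycle (0.108). Without replicate 3 of that group histones were at 0.0564, and without replicate 1 or 2 of the untreated group the methionine cycle was at 0.0595 and 0.0769. After another quantile normalization the adjusted p was 0.989 for oxidative phosphorylation, 0.799 for endoplasmic reticulum stress, 0.942 for MAPK genes and apoptosis, 0.311 for histones and 0.211 for the methionine cycle. Centring each array on its median gave 0.163 for MAPK genes, 0.122 for glycolysis, 0.0809 for apoptosis and 0.262 for histones. The medians without HT-29 0 ng/mL replicate 3 were 0.02 for oxidative phosphorylation, interferon-stimulated genes, MAPK genes and the methionine cycle, 0.08 for endoplasmic reticulum stress, 0.04 for cholesterol synthesis, 0.01 for apoptosis and 0.00 for ribosomal proteins, glycolysis and histones. With an estimated correlation these lists had an adjusted p of 0.532 or 0.548.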

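The direction of the HT-29 changes differed between clusters of named genes and the rest. Among the 919 clusters that met the paper's criteria in HT-29, 392 were higher and 527 lower with FA, 57.3% lower. Of these, the 272 clusters with a single gene symbol were 214 higher and 58 lower, 21.3% lower, and they stand for 263 distinct genes. The higher clusters had a median signal of 8.64 and the lower ones 4.91. In SW480, 703 clusters met the criteria, 227 higher and 476 lower (67.7% lower), and the 175 with a single symbol were 57 higher and 118 lower (67.4% lower, 168 distinct genes).
Without HT-29 0 ng/mL replicate 3 the HT-29 count was 477, of which 86.6% were lower, and the 73 clusters with a single symbol were 15 higher and 58 lower (79.5% lower). Of these 477 clusters, 163 were among the 919, in the same direction. Leaving out another HT-29 array gave 3030 (56.2% lower, and 21.8% of those with a single symbol) without untreated replicate 1, 4523 (58.3% and 24.5%) without untreated replicate 2 and 318 (75.5% and 55.1%) without 10000 ng/mL replicate 2. With all arrays, the lower share of single-symbol clusters was 55.0% in separate fits per cell line (22 of 40), 53.3% with variances of each cluster alone (8 of 15) and 77.1% with array weights. In SW480 the count was 1057 (61.6% lower) without untreated replicate 1. The median log2 fold change over all clusters was -0.08 in HT-29 and -0.01 without the untreated replicate 3, and -0.02 in SW480.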

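In SW480, lists of redox defence, hypoxia and DNA replication were called higher with FA, and lists of interferon and antigen presentation genes lower. NRF2 targets, the antioxidant and detoxification genes, had 25 higher and 5 lower of 31 (median log2 fold change 0.21, adjusted p = 1.03e-07, and 0.301 with an estimated correlation). Among them were TXNRD1, the thioredoxin reductase (0.89), NQO1, the quinone reductase (0.69), and GCLC of glutathione synthesis (0.49). Adjusted over the list alone 1 gene was higher, with an adjusted p of 0.0492. Hypoxia genes had 27 higher and 4 lower of 31 (median 0.15, adjusted p = 1.05e-06, and 0.323 with an estimated correlation), with the hexokinase HK2 at 0.52. DNA replication had 38 higher and 2 lower of 40 (median 0.12, adjusted p = 7.17e-07, and 0.355 with an estimated correlation), with the G1/S cyclin CCNE2 at 0.35 and E2F1 at 0.35; after another quantile normalization its adjusted p was 0.0589. Targets of p53, the DNA damage response, had 17 higher and 9 lower of 26 (median 0.04, adjusted p = 0.00142, and 0.272 with an estimated correlation), with the exonuclease AEN at 0.44 and TIGAR, which diverts glucose to the pentose phosphate pathway, at 0.26. Interferon-stimulated genes had 8 higher and 28 lower of 36 (median -0.06, adjusted p = 2.67e-05, and 0.355 with an estimated correlation), among them the antiviral genes IFIT2 (-0.40), OASL (-0.45) and HERC5 (-0.28). Genes of antigen presentation had 4 higher and 14 lower of 19 (median -0.04, 0.02 when each array is centred on its median, adjusted p = 6.53e-04, and 0.282 with an estimated correlation). Of these, HLA-DRA, which presents peptides to helper T cells, had 6.69 ± 0.39 without and 5.71 ± 0.22 with FA (SD, n = 3), and adjusted over the list alone 1 gene was lower, with an adjusted p of 0.0338.
These 6 calls held without any 1 of the 12 arrays, and that of p53 targets was lost after another quantile normalization (adjusted p = 0.377).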

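More SW480 groups were called with all 12 arrays, and lost the call with an estimated correlation and also without single arrays. ATF4 targets, the response to a shortage of amino acids, had 32 higher and 9 lower of 41 (median 0.11, adjusted p = 2.52e-04), with STC2, a secreted stress glycoprotein, at 0.72 and the stress factor DDIT3 at 0.59; adjusted over the list alone 1 gene was higher (adjusted p = 0.0443). Glycolysis and glucose response genes had 19 higher and 1 lower of 20 (median 0.19, adjusted p = 5.32e-06), with the glucose sensor targets TXNIP (0.87) and ARRDC4 (0.47). Immediate early and MAPK genes had 25 higher and 9 lower of 34 (median 0.09, adjusted p = 0.00123). DNA repair had 37 higher and 11 lower of 50 (adjusted p = 0.00480), and the enzymes of DNA methylation and demethylation 12 higher and 2 lower of 16 (median 0.06, adjusted p = 0.00662). Markers of intestinal differentiation had 7 higher and 33 lower of 40 (median -0.05, which turns to 0.01 when each array is centred on its median and to 0.00 after another quantile normalization, adjusted p = 0.00744), with the intestinal master regulator CDX2 at -0.23. Nucleotide synthesis had 19 higher and 5 lower of 25 (median 0.03, -0.03 after another quantile normalization, adjusted p = 0.00756), with CTPS1 of cytidine synthesis at 0.52. Mitosis had 27 higher and 7 lower of 34 (median 0.07, adjusted p = 0.00998). Mesenchymal and invasion genes had 20 higher and 11 lower of 33 (median 0.05, adjusted p = 0.0115); adjusted over the list alone 3 were higher and 2 lower, and they include SNAI2, a repressor of epithelial genes (0.60), the matrix protein TNC (0.35), the matrix protein SPARC (-0.39) and the growth factor CCN1 (-0.32). The methionine cycle and polyamine genes had a median of 0.00 and a mean of 0.14, with 8 higher and 7 lower of 17 (adjusted p = 0.0151), among them MAT2A, which makes the methyl donor S-adenosylmethionine (0.56), and ODC1 of polyamine synthesis (0.52). Long intergenic RNAs had 170 higher and 360 lower of 542 (median -0.04, turning to 0.02 with that centring and 0.01 after that normalization, adjusted p = 0.0213), and apoptosis genes 17 higher and 10 lower of 27 (median 0.03, turning to -0.00 after another quantile normalization, adjusted p = 0.0389).
Without SW480 0 ng/mL replicate 2 the adjusted p was 0.191 for ATF4 targets, 0.0558 for glycolysis, 0.293 for MAPK genes, 0.309 for DNA repair, 0.124 for methylation enzymes, 0.180 for intestinal markers, 0.368 for nucleotide synthesis, 0.0926 for mitosis, 0.334 for mesenchymal genes, 0.161 for the methionine cycle, 0.718 for long intergenic RNA and 0.234 for apoptosis. Without SW480 10000 ng/mL replicate 3 it was 0.0883 for MAPK genes, 0.119 for mitosis, 0.0791 for mesenchymal genes, 0.183 for long intergenic RNA and 0.106 for apoptosis. Replicate 2 of that group left nucleotide synthesis and apoptosis at 0.0548 when it was left out, and untreated replicate 1 left apoptosis at 0.0967. After another quantile normalization nucleotide synthesis, apoptosis and long intergenic RNA were at 0.986, DNA repair and intestinal markers at 0.877, mitosis at 0.823, MAPK genes at 0.0996 and methylation enzymes at 0.0873. With each array centred on its median DNA repair was at 0.0693, mitosis at 0.224, nucleotide synthesis at 0.0530, intestinal markers at 0.104 and apoptosis at 0.119. With an estimated correlation the adjusted p of these lists was 0.272 to 0.767.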

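A single cluster rose and 3 fell in SW480 at an adjusted p under 0.05 from limma, and 2739 clusters had an unadjusted p under 0.05. TC11003478 fell by 1.89 on the log2 scale, from 9.12 ± 0.31 to 7.23 ± 0.30 (SD, n = 3, adjusted p = 0.0404). The platform table gives 2 symbols for it and Table S2 the acute phase protein SAA2. Of the clusters without a listed gene, TC05003120 rose from 5.24 ± 0.31 to 6.77 ± 0.04 (log2 fold change 1.53, adjusted p = 0.0491), TC04001510 fell by 0.74 and TC07000860 by 0.92 (adjusted p = 0.0404 for both). Without HT-29 0 ng/mL replicate 3 or SW480 0 ng/mL replicate 1 the count was 8, and without any 1 of the other 10 arrays it was 0. In HT-29 no cluster passed in limma (smallest adjusted p = 0.466), with 3671 at an unadjusted p under 0.05 and 2827 without HT-29 0 ng/mL replicate 3.
The size of the changes depended on the same array. Over all clusters the log2 fold changes had an SD of 0.27 in HT-29 and 0.21 in SW480, a ratio of SW480 to HT-29 of 0.768, and of 1.11 without the array. The SDs that the spread within groups alone would give are 0.272 and 0.173. Among the clusters meeting the paper's criteria, the median size of the log2 change was 0.75 in HT-29 and 0.80 in SW480, and 171 and 168 had a fold change of at least 2.
Principal components were computed over the 1606 clusters that met the criteria in either line, which were chosen for their difference between the groups. The first component held 73.8% of the variance and the second 12.1%. On these components alone, the distance between the group means of treated and untreated cells was 26.5 in HT-29 and 2.57 in SW480 (ratio 0.0971). That between the untreated lines was 67.0. Changes that lie on later components are not counted, so 2.57 is not the whole SW480 change over these clusters. HT-29 0 ng/mL replicate 3 stood at 35.7 on the second component. Without it the distances were 7.76 in HT-29 and 29.0 in SW480 over 1347 clusters (ratio 3.73), and without HT-29 10000 ng/mL replicate 2 the ratio was 8.45.

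**Figure D2:**
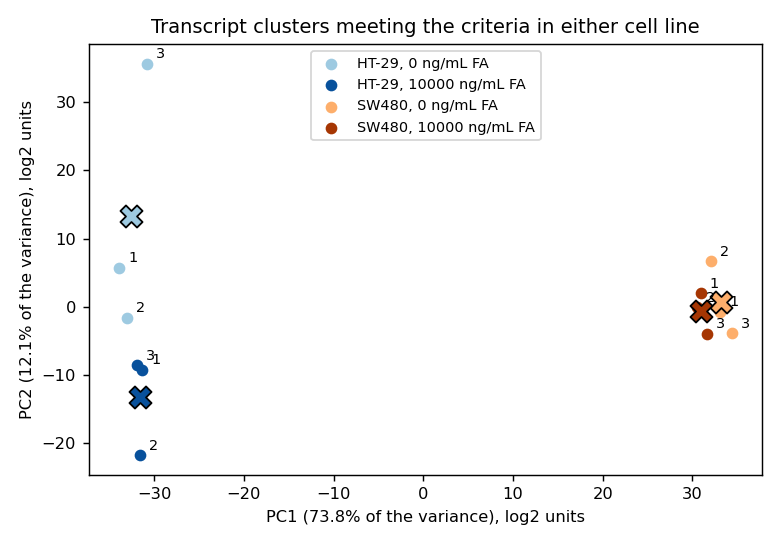
Scores of the 12 arrays on the first and second principal components, by cell line and FA dose. With all 12 arrays HT-29 0 ng/mL replicate 3 lies at 35.7 on the second component, apart from the other HT-29 arrays.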

In HT-29 cells, YWHAZ (11 edges), while in SW480, TNF (27 edges) were the hub proteins based on the number of neighbors (Figure 4b).

In HT-29 cells, two transcripts (TC03001071.hg, TC03002732.hg) detecting the *HES1* gene showed the greatest increase in their expression level after FA treatment (FC: 4.98 and 3.27), followed by *FAM210B*, *TUBBP6*, *MAPKAP1*, and *TMEM185A* (FC: 2.85, 2.65, 2.49, 2.42, respectively). On the other hand, *FAM95B1* detected by two transcripts (TC01003063.hg, TC09001384.hg) was the most predominantly downregulated gene (FC: −3.15 and −3.15) in this cell line along with *LINC01783*, *LINC00905*, *TMOD2*, and *MIR450A2* (FC: −3.09, −2.34, −2.24, −2.17, respectively). 

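HES1, the transcriptional repressor through which Notch holds intestinal cells in a progenitor state, had the largest mean increases in HT-29. The listed cluster TC03001071 went from 10.17 ± 0.60 to 12.53 ± 0.70 (SD, n = 3), a log2 fold change of 2.37 (standard error 0.36, adjusted p = 0.587), and TC03002732, named by Table S2, from 10.90 ± 1.37 to 13.79 ± 0.78, a change of 2.89. They were 2.06 and 2.11 without HT-29 0 ng/mL replicate 3. NRARP, a feedback inhibitor that Notch induces, was at 1.10 (0.69 without that array). Of the 18 Notch genes HES1 passed when adjusted over the list alone (adjusted p = 0.00151), while the list as a whole had a median of -0.05 and a mean of 0.16, which goes the other way (adjusted p = 0.922). FAM210B, a mitochondrial protein of heme synthesis, was at 2.10 in the cluster of Table S2 (1.02 without the array) and at 0.12 in its listed cluster. The tubulin pseudogene TUBBP6 was at 1.04 (0.81), MAPKAP1, a subunit of the growth kinase complex mTORC2, at 1.39 (0.80; 0.37 in its listed cluster) and the membrane protein TMEM185A at 1.33 (0.77; 0.30 listed). STAT3, a transcription factor of cytokine signaling, was at 1.11 in the cluster of Table S2 (0.58) and at 0.25 in its listed cluster (0.18). The proton pump subunit ATP6AP1 had 1.08 and the protein kinase A subunit PRKAR1A 1.06 in clusters of Table S2, and IFI30, a lysosomal thiol reductase of antigen processing, 0.96.
Other genes that met the paper's criteria without overlap of treated and untreated arrays, which chance gives in 10% of comparisons of 3 with 3 in either direction, include EGR1, an immediate early growth factor response gene (1.57, and 1.08 without the array). SLC12A2, the chloride transporter of secretory cells, had 1.53 (0.69), TGFBR2, the receptor that restrains growth, 1.29 (0.60), PRDX3, the mitochondrial peroxidase, 1.26 (0.51), and TRIB1, a pseudokinase that directs protein decay, 1.13 (0.48). All of these genes had an adjusted p of 0.587.

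**Figure D3:**
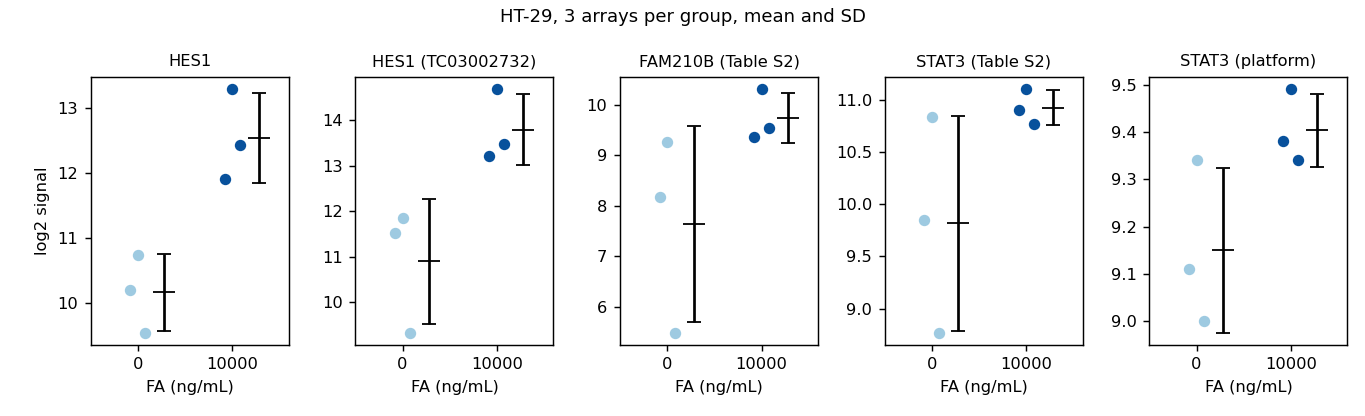
Log2 values of HES1, FAM210B and STAT3 clusters in HT-29, each point an array at 0 or 10000 ng/mL FA. HES1 had a mean of 12.53 with FA and 10.17 without in TC03001071.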

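The lower side in HT-29 held pseudogenes, long noncoding RNA and microRNA loci. FAM95B1, a noncoding RNA gene, went from 6.34 ± 0.30 to 5.06 ± 0.37 (SD, n = 3) in the cluster TC01003063 of Table S2, a log2 fold change of -1.27 (standard error 0.24, adjusted p = 0.587; -1.21 without HT-29 0 ng/mL replicate 3), and was at -0.03 in its listed cluster. The long noncoding RNA LINC01783 had -1.16 (-1.02 without the array) and LINC00905 -1.30 (-0.71), the latter with -0.20 in its listed cluster. TMOD2, which caps actin filaments, had -0.88 (-0.75) and 0.02 in its listed cluster. MIR450A2, a microRNA of an X-linked cluster, had -1.14 (-0.67) and the dynamin pseudogene DNM1P46 -1.20 (-1.41). ELFN2, an inhibitor of protein phosphatase 1, went from 5.39 ± 0.17 to 4.39 ± 0.29, and the 7SL pseudogene RN7SL40P -0.69 (-0.59).
MIR3682 had the smallest adjusted p of the HT-29 comparison, 0.466, at 5.98 ± 0.08 without and 4.90 ± 0.18 with FA (-1.08, and -1.04 without the array). RNA5SP471, a 5S rRNA pseudogene, had -1.49 (-0.91). HMOX1, which degrades heme under oxidative stress, had -1.14 (-1.30) and GCLM of glutathione synthesis -0.98 (-1.09), both meeting the paper's criteria. SFN, the 14-3-3 protein that p53 induces to halt the cell cycle, had -0.72 in HT-29, with a standard error of 0.39 that left it outside these criteria. Of the 20 HT-29 clusters of Table S2, all had the sign given there, 19 met the criteria, and 8 met them without the array.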

In the SW480 cell line, *SLC7A11* had the highest expression change in response to FA supplementation with a 5.12 FC, and the following four genes (*RNU1-2, KRTAP2-3*, *RNY5*, and *RUNX1-IT1*) showed higher than 3 FC (4.12, 3.40, 3.18, 3.13, respectively). 

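SLC7A11, the cystine importer that feeds glutathione synthesis and is induced by both NRF2 and ATF4, went from 6.91 ± 0.71 to 8.93 ± 0.40 (SD, n = 3) in SW480, a log2 fold change of 2.02 (standard error 0.54, adjusted p = 0.882). RNU1-2, a U1 small nuclear RNA of the spliceosome, was at 2.18 with a wider spread (7.32 ± 0.50 to 9.50 ± 1.04, adjusted p = 1). The cluster that Table S2 names after the keratin-associated protein KRTAP2-3, for which the platform table gives 2 symbols, went from 10.25 ± 0.84 to 11.93 ± 0.19 (1.68, adjusted p = 0.594, and 0.0293 without SW480 0 ng/mL replicate 1). RNY5, a Y RNA bound by the Ro protein, had 2.09 in TC12001420 and 0.12 in its other cluster. RUNX1-IT1, an intronic transcript of RUNX1, had 1.30 and 1.15 in its clusters. SFN was higher in this line, at 9.02 ± 0.35 without and 10.28 ± 0.71 with FA (1.26). The lipid droplet protein PLIN2 had 1.21 and 0.81 in its clusters, SNORD36, a guide of ribosomal RNA methylation, 1.55, and the microRNA locus MIR1205 1.28. Outside Table S2, the calcium-dependent membrane protein ANXA1 had 1.08, the microRNA locus MIR15B 1.10 and DKK1, a secreted Wnt inhibitor, 0.54 (7.32 ± 0.09 to 7.86 ± 0.09, adjusted p = 0.375).
Of the 20 SW480 clusters in Table S2, all had the sign given there and 18 met the paper's criteria, or 20 without HT-29 0 ng/mL replicate 3. A single one passed at an adjusted p under 0.05, the cluster named SAA2.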

The greatest gene expression decrease was observed in the *CCL2* gene (FC: −5.90), then in *CIC*, *SNORA38B*, *H4C12*, and 5s ribosomal RNA genes or pseudogenes, such as *RNA5S1*, *RNA5SP150*, *RNA5SP226*, and *RNA5SP389* (FC: −4.22, −4.01, −3.76, −3.72, respectively) (Figure 4c; Table S2). 

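Among the genes lower in SW480 were a chemokine and small structured RNAs. CCL2, the chemokine that recruits monocytes, went from 11.59 ± 0.69 to 9.36 ± 0.30 (SD, n = 3), a log2 fold change of -2.23 (standard error 0.29, adjusted p = 0.157); without SW480 0 ng/mL replicate 1 it was -2.63 and passed, with an adjusted p of 0.00268. CIC, a repressor of genes of receptor tyrosine kinase signaling, had -1.80 in the cluster of Table S2 and 0.08 in its listed cluster. SNORA38B, a small nucleolar RNA, had -1.70 with a standard error of 0.89, from a spread shared by all 12 arrays, which left it outside the paper's criteria. Without HT-29 0 ng/mL replicate 3 it met them. The cluster that Table S2 names after the replication-dependent histone H4C12, for which the platform table gives 14 symbols, had -1.68. The cluster that Table S2 names 5S rRNA, listed as RNA5SP243, went from 10.44 ± 0.71 to 8.35 ± 0.66 (-2.09) and met the criteria. In clusters of their own, RNA5SP226 had -1.02, RNA5SP389 -0.66 and RNA5SP150 -0.60, the last outside the criteria. RNU4ATAC, an RNA of the minor spliceosome, had -2.63, the small nucleolar RNAs SNORD82 -2.27 and SNORA71A -1.85, and TNFSF10, the death ligand TRAIL, -1.81 in the cluster of Table S2. RMRP, the RNA of a ribonuclease that processes ribosomal RNA, went from 16.70 ± 0.47 to 14.88 ± 0.44 (-1.83, adjusted p = 0.482). RN7SK, which holds back the elongation factor P-TEFb, went from 19.54 ± 0.07 to 18.76 ± 0.33 (-0.78), and RN7SL1, the RNA of the signal recognition particle, from 19.56 ± 0.24 to 18.89 ± 0.39 (-0.67).
By class, all 12 loci of 7SL and 7SK RNA and their pseudogenes were lower (median -0.44, adjusted p = 1.02e-11, and 0.110 with an estimated correlation), and adjusted over the list alone 5 passed. Of 493 loci of 5S rRNA and its pseudogenes, 88 were higher and 400 lower (median -0.15, adjusted p = 4.25e-13, and 0.355 with an estimated correlation), with RNA5SP199 at -1.27 and RNA5SP325 at -1.21. Small nuclear RNAs and their pseudogenes had 65 higher and 149 lower of 216 (median -0.15, adjusted p = 2.81e-07, and 0.301 with an estimated correlation), with RNU6-47 at -1.39. Small nucleolar RNAs had 91 higher and 165 lower of 258 (median -0.08, adjusted p = 5.95e-04, and 0.282 with an estimated correlation); 1 was lower when adjusted over the list alone, and the call was lost without SW480 0 ng/mL replicate 3 (adjusted p = 0.0639). By fry, which tests a list by itself, the 7SL and 7SK list passed at an adjusted p of 0.0379. Recovery of short RNA that varies from array to array cannot be told apart from an FA effect in these classes.

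**Figure D4:**
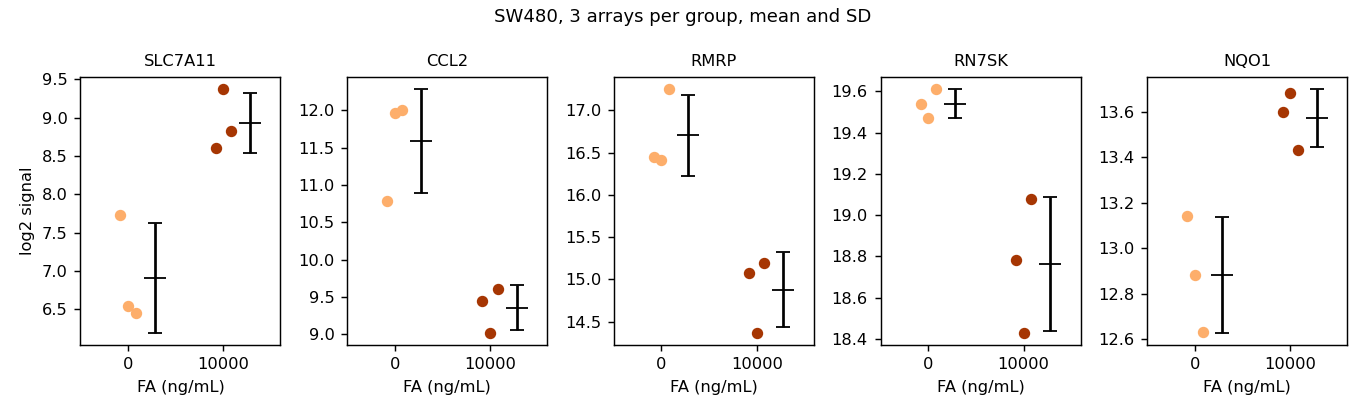
Log2 values of SLC7A11, CCL2, RMRP, RN7SK and NQO1 in SW480, each point an array at 0 or 10000 ng/mL FA. CCL2 had a mean of 11.59 without and 9.36 with FA, SLC7A11 one of 6.91 without and 8.93 with FA.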

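The death ligand TNFSF10 met the paper's criteria in both cell lines with opposite signs: in its listed cluster it was higher in HT-29 (5.44 ± 0.81 to 6.61 ± 0.44, SD, n = 3, log2 fold change 1.17) and lower in SW480 (7.97 ± 0.41 to 6.69 ± 0.08, -1.28). BRD2, a reader of acetylated histones, was the only gene with a single symbol that met them as higher in both. TXNIP, which restrains thioredoxin and glucose uptake, had 0.47 in HT-29 and 0.87 in SW480 (8.52 ± 0.50 to 9.40 ± 0.45), and met the criteria in SW480 alone. RPPH1, the RNA of ribonuclease P, had -0.46 in HT-29 and -0.58 in SW480 in its listed cluster and met the criteria in neither. SFN, at -0.72 and 1.26, met them in SW480.
Over all transcript clusters 16 met the criteria in both lines, where independent sets of 919 and 703 would share 9.57 (one-sided Fisher exact test p = 0.0335, which takes clusters as independent). Of these, 9 were lower in both (3.71 expected, p = 0.0133 in the same exact test), 3 higher in HT-29 and lower in SW480, and 3 lower in HT-29 and higher in SW480. Leaving out HT-29 0 ng/mL replicate 3 gave 39 such clusters (6.42 expected), and 31 of them were lower in HT-29 and higher in SW480 (2.07 expected), among them the long noncoding RNAs LINC01000 and LINC01061. Lower in both were then 6 (3.49 expected, p = 0.139 in the same exact test). The log2 fold changes of the lines correlated over clusters at 0.146, and at -0.112 without that array.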

In the common set of HT-29 and SW480 cells, seven genes, namely *LOC727896*, *LOC105371030*, *RN7SL677P*, *RPPH1*, *SFN*, *TNFSF10*, and *TXNIP* were included based on our criteria (*p* *≤* 0.05 and FC ≥ |1.5|).

According to the PANTHER classification system, the “platelet-derived growth factor (PDGF) signaling” pathway was the one wherein most of the analyzed genes (*p* *≤* 0.05 and ≥ |1.5| FC) of HT-29 cells were represented (*SRGAP1*, *SRGAP2*, *SRGAP2B*, *SRGAP2C*, *STAT3*, *RAB11B*, and *FOSB*). In addition, all of these genes were overexpressed after FA treatment. 

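The genes of this pathway relay growth factor signals to vesicles and to transcription. SRGAP1 went from 6.49 ± 0.74 to 7.00 ± 0.28 (SD, n = 3) in HT-29, a log2 fold change of 0.51 (standard error 0.30), and was at 0.08 without HT-29 0 ng/mL replicate 3. Its relative SRGAP2B had 0.26 (-0.04 without that array). RAB11B, a GTPase that returns receptors to the surface, had 0.38 (0.23), and FOSB, a subunit of the transcription factor AP-1, 0.50 (0.15). STAT3 was represented by its listed cluster. SRGAP2 and SRGAP2C have no cluster with a single symbol and were not analysed here. Of the 5 genes measured, all had a higher mean with FA, and in their listed clusters none met the paper's criteria, at an adjusted p of 0.587 to 0.599. STAT3 met them in the cluster of Table S2, and did not without HT-29 0 ng/mL replicate 3.
As a list the 5 genes had a median of 0.38 (adjusted p = 0.00359, and 0.532 with an estimated correlation). The median was 0.15 and the adjusted p 0.0958 without HT-29 0 ng/mL replicate 3, and the adjusted p was 0.232 after another quantile normalization and 0.0725 with median centring. Because the study chose these genes on these samples, the list is not independent evidence. In SW480 the same 5 genes were also higher, with a median of 0.07 (adjusted p = 0.178).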

Concerning SW480 cells, the “inflammation mediated by chemokine and cytokine signaling” pathway was mostly affected by FA treatment, as five genes (*CCL2*, *CCL7*, *CCL20*, *ITGA2*, and *PLCG2*) were involved. 

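CCL20, the chemokine that draws in dendritic cells and T cells, went from 6.90 ± 0.19 to 6.29 ± 0.21 (SD, n = 3) in SW480, a log2 fold change of -0.61 (standard error 0.11, adjusted p = 0.488). CCL7, a monocyte chemokine encoded next to CCL2, had -0.14 at a low signal (4.40 ± 0.22 to 4.27 ± 0.01), and PLCG2, a phospholipase of immune receptor signaling, -0.06 (5.70 ± 0.00 to 5.64 ± 0.09). ITGA2, the collagen-binding integrin subunit, went from 10.18 ± 0.37 to 11.08 ± 0.31, a change of 0.90. CCL20 and ITGA2 met the paper's criteria, and CCL7 and PLCG2 did not in their listed clusters.
As a list these genes and CCL2, 1 higher and 4 lower, had a median of -0.14 (adjusted p = 5.95e-04 in camera, 0.238 with an estimated correlation and 0.0379 in fry), and in a fit of the SW480 arrays alone the adjusted p was 0.0766. Adjusted over the list alone 1 was higher and 2 were lower, which is not independent evidence, since the study chose the genes on these samples. In HT-29 the same list had a median of 0.01 (adjusted p = 0.605).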

Except for *ITGA2*, all genes showed downregulation for FA supplementation.

Finally, RRBS and HTA data were linked as we evaluated the expression level of genes possessing DMSs within the promoter region. Promoter methylation caused downregulation of four (*NABP1*, *ATG16L1*, *RPPH1*, and *TCEAL1*) and five (*EIF4G2*, *RAB31*, *NEU3*, *SESN3*, *IFI6*) genes in HT-29 and SW480 cells, respectively. 

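Of the genes named with promoter methylation, RAB31, a GTPase of vesicle traffic to the cell surface, was lower in SW480, at 9.19 ± 0.71 without and 8.37 ± 0.31 with FA (SD, n = 3, log2 fold change -0.82, standard error 0.30). The interferon-induced IFI6, which protects mitochondria from apoptosis, had -0.89 with a standard error of 1.24, and SESN3, a stress sensor that inhibits mTORC1, -0.28. The translation factor EIF4G2 had 0.10 and the sialidase NEU3 0.08. In HT-29, RPPH1 had 6.60 ± 0.69 without and 6.14 ± 0.12 with FA. NABP1, a single-stranded DNA binding protein of DNA repair, had -0.19, the autophagy protein ATG16L1 -0.04 and TCEAL1, a modulator of transcription, -0.01. RAB31 met the paper's criteria in its listed cluster. The other 4 SW480 genes and the 4 HT-29 genes did not in theirs (adjusted p of 0.587 to 0.991 in HT-29 and 1 in SW480, from limma). The paper used another annotation, and clusters of these genes that the platform table does not list were not compared. Promoter methylation was not analysed here.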

Meanwhile, hypomethylation of the promoter region corresponded with upregulation of 10 genes (*TUBB2B*, *BIVM*, *SLC39A8*, *SKIL*, *TMBIM6*, *DHRS3*, *ROR1*, *LGALS3*, *ERBB3*, and *MAPKAP1*) in HT-29 and 8 genes (*SNRNP70*, *FOSL1*, *WDR1*, *NBPF8*, *STC2*, *NR2F1*, *NTSR1*, and *SERPINB1*) in SW480 cells (Figure 5).

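Growth factor receptors stood among the HT-29 genes of this set. ERBB3, the receptor that pairs with HER2, went from 7.94 ± 0.41 to 8.69 ± 0.51 (SD, n = 3, log2 fold change 0.75), the Wnt5a receptor ROR1 from 7.43 ± 0.80 to 8.42 ± 0.54 (0.99) and TMBIM6, an inhibitor of apoptosis in the endoplasmic reticulum, from 14.11 ± 0.54 to 14.78 ± 0.16 (0.67 in TC12000379, and -0.33 in its other cluster). These 3 of the 10 HT-29 genes met the paper's criteria in listed clusters, and MAPKAP1 met them only in its cluster of Table S2. Without HT-29 0 ng/mL replicate 3 the 3 had 0.56, 0.55 and 0.39, and none of the 4 met the criteria. The galectin LGALS3 had 0.50, SKIL, a repressor of TGF-beta signaling, 0.32, BIVM 0.25, the retinal reductase DHRS3 0.19, the zinc importer SLC39A8 0.03 and the neuronal tubulin TUBB2B -0.32.
In SW480, FOSL1, an AP-1 subunit tied to invasive growth, went from 8.14 ± 0.16 to 8.85 ± 0.12 (0.71), and STC2 from 7.90 ± 0.25 to 8.63 ± 0.26; both met the criteria. NTSR1, the neurotensin receptor, had 1.00 with a standard error of 0.63, and met them without HT-29 0 ng/mL replicate 3. The splicing factor SNRNP70 had 0.28, the nuclear receptor NR2F1 0.08 and the protease inhibitor SERPINB1 -0.00. WDR1 and NBPF8 have no cluster with a single symbol and were not analysed here.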

## 4. Discussion

Folate deficiency has been shown to be associated with several disorders, such as megaloblastic anemia [36], cardiovascular diseases [37], obstetrical complications [38,39], neuropsychiatric conditions [40], and malignancies [41]. Its supplementation is considered to be beneficial in the prevention of all the diseases mentioned above. However, great care is required, as folate can promote the progression of established neoplasms, while the low intake has an exactly opposite effect [41,42]. FA is commonly used in CRC care as an adjunctive medication to promote the efficacy of chemotherapy medications [16,17]. However, its individual effect on FA-related cellular maintenance activities, along with the genetic and epigenetic regulation, has not been evaluated comprehensively. Therefore, we found it important to observe the short-term (72 h) impact of FA-free (0 ng/mL) and FA-supplemented (100 ng/mL and 10,000 ng/mL) environments on two CRC cell lines (HT-29 and SW480).

An adequate level of nucleotides is necessary for tumor progression, and FA can serve this need by participating in DNA synthesis [2]. This phenomenon can be in the background of the significantly (*p* *≤* 0.05) elevated HT-29 cell proliferation for 100 ng/mL FA treatment, along with an increased cell viability compared to the FA-depleted environment. These observations were in line with the results of Pellis et al. [8]. Interestingly, supraphysiological FA concentration caused lower proliferation than in FA-depleted samples. Previous studies demonstrated that similarly high FA dose inhibited the proliferation of CRC cell lines (HT-29, COLO-205, LoVo), along with endothelial and nasopharyngeal cancer cells, supposedly via the activation of folate receptor α-mediated extracellular signal-regulated kinase (ERK) pathway [7,43,44]. Conversely to HT-29 samples, cell proliferation and viability changes could not be detected in the SW480 cell line. Farias et al. likewise verified that for various FA exposures, SW480 cells had a different proliferation rate than other CRC cell lines (HCT116, LS174T) [4].

It is already known that low folate levels can lead to genomic instability through the disturbances of DNA methylation and nucleotide imbalance [45,46,47,48,49,50]. Since FA intake might improve these conditions, we examined DNA integrity using MN scoring and comet assay methods. SW480 cells inherently had greater genomic instability than the HT-29 cell line, comparing the samples kept in FA-free environment. The micronucleus number significantly decreased for FA supplementation, and comets were shortened in parallel with the applied FA dose regarding the HT-29 cell line. Therefore, the treatment facilitated genomic stability, similarly to the results of Catala et al. using colonic epithelial cells and fibroblasts [45]. On the other hand, FA treatment did not cause any remarkable changes in the genomic stability of SW480 samples.

DNA methylation—one of the most intensely studied epigenetic modifications—is crucial to normal genome regulation [51,52,53]. After FA is converted into 5-methyltetrahydrofolate (5-methyl-THF) by the MTHFR enzyme, it participates in the synthesis of SAM, the main methyl donor molecule [42]. Hence, we investigated global DNA methylation alterations with LINE-1 bisulfite sequencing in response to FA treatment. HT-29 samples had an 11.59% higher baseline DNA methylation level than SW480 cells, in agreement with their CIMP statuses [19]. However, remarkable changes were not detected in any of the samples after FA supplementation. Stempak et al. came to similar results when analyzing folate-deficient and sufficient HCT116 and Caco-2 CRC cell lines [54].

Thereafter, DNA methylation was analyzed at a higher resolution on the single-nucleotide level with RRBS method. Our results highlighted that the methylation pattern did not differ much between the two cell lines following 10,000 ng/mL FA supplementation in regard to the affected gene numbers, pathways, and genomic regions. Additionally, FA equally caused DNA hyper- and hypomethylation, as the numbers of genes possessing methylated and unmethylated DMSs were relatively equivalent. This phenomenon may explain the non-significantly altering global DNA methylation results. In the background of the discrepancy between the facts that FA is a precursor in methyl donor formation, but it also modulates DNA methylation in both directions, we suspect the dual nature of SAM. Hence, this molecule is rather considered to be a methylome modulator than a pure hypermethylating agent, based on the hypothesis suggested by Wang et al. and our recent study results as well [22,55].

Enrichment analysis revealed that KEGG signaling pathways tightly related to carcinogenesis (such as “PI3K-Akt” [56], “MAPK” [57], “Rap1” [58], “regulation of actin cytoskeleton” [59], “focal adhesion” [60], and “proteoglycans in cancer” [61]) were the most dominantly affected ones by DNA methylation changes. The former two of the above-mentioned processes have been reported to be influenced by the folic acid status [62,63]. Considering the distribution of DMSs in distinct genomic regions, we observed an enrichment mainly in heterochromatin (or low signal) sequences, similarly to other RRBS studies [64,65]. Besides these regions, active and weak promoter sequences were also represented dominantly.

The methylation status of promoter-associated CpG islands is of particular importance because it can modulate gene expression [21,42]; therefore, our study was complemented with genome-wide transcriptome analysis of FA-depleted and 10,000 ng/mL FA-treated samples. We observed that genes showing a decreased expression after FA treatment outnumbered the upregulated ones. In the SW480 cell line, not only the number of genes with altering expression (*p* *≤* 0.05 and FC ≥ |1.5|) but also the extent of alterations and the predicted functional associations between the encoded proteins were more prominent than in HT-29 cells. 

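For the difference of the FA effects, 17 gene lists were called, with antioxidant, amino acid and interferon genes among them. Of 100 splits of the arrays 56 gave at least as many (highest other 28), so the number of calls does not set FA apart from other structure among the arrays. NRF2 targets were higher in SW480 relative to HT-29, with 27 higher and 4 lower of 31 (median difference of the log2 fold changes 0.18, adjusted p = 3.93e-05, and 0.666 with an estimated correlation), and with a median of 0.33 without HT-29 0 ng/mL replicate 3. Among them, SLC7A11 differed by 2.93, GCLM by 1.76 and TXNRD1 by 1.26. ATF4 targets had 35 higher and 6 lower of 41 (median 0.20, adjusted p = 2.33e-04, and 0.721 with an estimated correlation), including the stress factor DDIT3 (1.30). Interferon-stimulated genes were lower in SW480 relative to HT-29, 5 higher and 31 lower of 36 (median -0.28, adjusted p = 1.38e-09, and 0.426 with an estimated correlation; -0.14 without the array), and adjusted over the list alone 2 were lower. They include TNFSF10 (-2.45), the membrane protein IFITM1 (-1.13) and IFIT2 (-0.69). Genes of antigen presentation had 5 higher and 14 lower of 19 (median -0.14, adjusted p = 0.00129, and 0.426 with an estimated correlation), with B2M, the light chain of class I molecules, at -0.72, and 7SL and 7SK RNA 2 higher and 10 lower of 12 (median -0.35, adjusted p = 2.79e-04, and 0.426 with an estimated correlation). HES1 differed by -2.62 and SFN by 1.98. These 5 lists kept their calls without any 1 of the 12 arrays.
No single cluster passed for the difference in limma (smallest adjusted p = 0.576), with 2222 at an unadjusted p under 0.05 and 1030 meeting the fold change and unadjusted p of the paper's criteria. Without SW480 0 ng/mL replicate 1 the count was 1. Without FA, the lines differed in 28865 clusters, 16693 higher and 12172 lower in SW480, and line and any hybridisation batch of a line cannot be told apart.

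**Figure D5:**
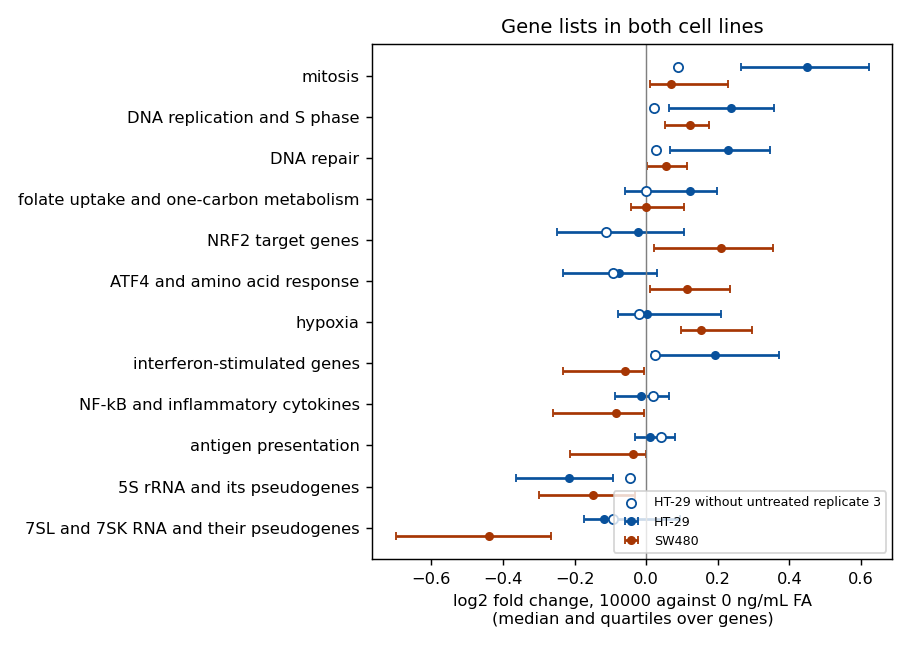
Median log2 fold change of 12 gene lists after FA in HT-29 and SW480 (horizontal axis), with HT-29 without untreated replicate 3 as open circles. Mitosis genes lie at 0.45 in HT-29, 0.09 without that array and 0.07 in SW480.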

*YWHAZ* and the cytokine-expressing *TNF* were considered as the coding genes of hub proteins in the HT-29 and SW480 cell lines, respectively, both possessing significant (*p* *≤* 0.05) downregulation for FA supplementation. 

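The 14-3-3 proteins bind phosphorylated partners in growth and survival signaling. In HT-29, the listed cluster of YWHAZ had 11.24 ± 0.32 without and 11.43 ± 0.02 with FA (SD, n = 3), a log2 fold change of 0.20 (standard error 0.13, adjusted p = 0.587), and 0.01 without HT-29 0 ng/mL replicate 3. YWHAQ had 0.32 and YWHAG 0.24. The 7 genes of the family had 5 higher and 2 lower in HT-29 (median 0.18, which turns to -0.05 after another quantile normalization, adjusted p = 0.157). In SW480 all 7 were higher (median 0.14, adjusted p = 0.00161, and 0.297 with an estimated correlation), with YWHAH at 0.31. The family includes SFN (1.26), the 1 member that met the paper's criteria there. The study chose SFN on these samples for Table S2, so the list is not fully independent evidence.
TNF, the cytokine that sets off NF-kB signaling, had 6.06 ± 0.20 without and 5.60 ± 0.36 with FA in SW480, a change of -0.46 (standard error 0.19, adjusted p = 1). It did not meet the paper's criteria in this listed cluster. NF-kB and inflammatory cytokine genes were lower as a group in SW480, 6 higher and 27 lower of 35 (median -0.08, adjusted p = 2.70e-05, and 0.282 with an estimated correlation). Adjusted over the list alone 2 were lower, CCL2 among them (adjusted p = 6.51e-04). The list holds CCL2, CCL7 and CCL20, which the study chose on these samples, so it is not fully independent evidence. ICAM1, the adhesion molecule for leukocytes, is another member (-0.38). In HT-29 the list had a median of -0.01 and a mean of 0.04, which goes the other way (adjusted p = 0.597), and the prostaglandin synthase PTGS2 was higher when adjusted over the list alone (0.72, adjusted p = 0.0268). For the difference between the lines 12 were higher and 23 lower in SW480 relative to HT-29 (median -0.09, adjusted p = 0.00103, and 0.573 with an estimated correlation), and adjusted over the list alone 3 were lower. The call was lost without the clusters that have equal values on all 3 arrays of a group (adjusted p = 0.0920).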

*YWHAZ* is a potential oncogene that can enhance proliferation, migration, and metastasis in many cancer types; therefore, its inhibition has strong clinical importance [66]. Moreover, ERK1/2 and PI3K/Akt/mTOR pathways mentioned in this study earlier have been reported to be the downstream targets of *YWHAZ* [66]. Not only the proliferation changes of HT-29 cells were supported by such gene expression alterations, but also the increased genomic stability. We examined the relevance of the top 10 up- and downregulated genes in DNA repair, and only *HES1* [67], *STAT3* [68], and *CCL2* [69] were reported to be involved in this process. The former two had an increased expression in HT-29 cells, while the latter was silenced in SW480 cells following the treatment, which could explain the different DNA repair abilities between the cell lines.

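Repair genes as a group were higher in HT-29 with FA. Of 50 genes 40 were higher and 4 lower (median log2 fold change 0.23, adjusted p = 1.29e-08, and 0.532 with an estimated correlation). FANCF, a core subunit of the Fanconi complex that opens repair of crosslinks, went from 6.73 ± 0.65 to 7.65 ± 0.31 (SD, n = 3, 0.91) and met the paper's criteria. XRCC4, which joins broken ends with ligase IV, had 0.23, TP53BP1, which steers breaks to end joining, 0.28, and UNG, which removes the uracil that enters DNA when thymidylate runs short, 0.22. Without HT-29 0 ng/mL replicate 3 the list's median was 0.03 (adjusted p = 0.0116). The number of its genes that met the paper's criteria then went from 2 to 0, so FANCF no longer met them. For the difference between the lines, 9 genes were higher and 39 lower in SW480 relative to HT-29 (median -0.15, adjusted p = 0.00129, and 0.752 with an estimated correlation). Without that array the direction turned (adjusted p = 0.480). Outside this list, HES1 takes part in the Fanconi pathway, and its difference between the lines had an adjusted p of 0.939. CCL2 lay near background in HT-29 (3.71 ± 0.00 without and 3.75 ± 0.06 with FA), so that an FA effect on it could not be measured there. From higher HES1 and STAT3 in HT-29 and lower CCL2 in SW480, the paper proposes an explanation for the different repair abilities of the lines.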

Finally, we combined the results of RRBS and microarray analyses to investigate whether FA actually affects gene expression by methylating or unmethylating the promoter regions. We observed that promoter methylation caused transcriptional silencing (*p* *≤* 0.05 and FC ≥ |1.5|) of four genes in HT-29 and five genes in SW480 cells following 10,000 ng/mL FA supplementation. On the other hand, promoter hypomethylation was accompanied by the upregulation (*p* *≤* 0.05 and FC ≥ |1.5|) of 10 and 8 genes in the HT-29 and SW480 cell lines, respectively. Due to the fact that the methylation status of the promoter region was not in concordance with the expression of numerous genes, we suppose that short-term FA treatment does not primarily exert its effect on gene regulation by altering promoter methylation. The involvement of other mechanisms, for example, histone methylation, can be implicated in this finding, as also hypothesized by Price et al. [70].

## 5. Conclusions

FA is a widely consumed vitamin known to be involved in an important epigenetic regulatory process, DNA methylation. However, our results suggest that in HT-29 and SW480 CRC cells, short-term FA supplementation can equally induce DNA hyper- and hypomethylation that mainly affects the pathways related to carcinogenesis. Promoter methylation changes could act on gene regulation, but we also suppose the involvement of other FA-associated effects behind the great number of differentially expressed genes. As opposed to SW480, FA treatment had a significant impact on the maintenance activities of HT-29 cells, including proliferation, viability, and DNA repair. Apart from the distinct molecular background between the two cell lines, expression alterations of genes contributing to the mentioned processes might explain this finding. Based on the results of this study, we can conclude that the short-term effect of FA on the observed cell lines goes far beyond the fundamental attributes connected to this vitamin.

## Figures and Tables

**Figure 4:**
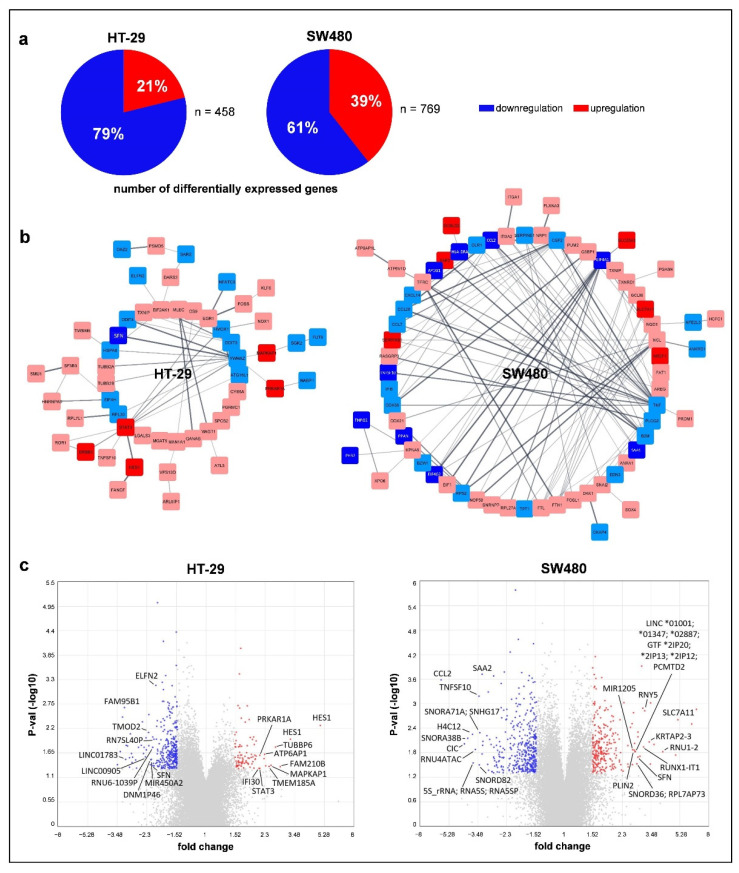
Genome-wide transcriptome alterations of HT-29 and SW480 cells following 10,000 ng/mL folic acid (FA) supplementation detected by Human Transcriptome Array 2.0 (HTA 2.0). (**a**) Pie charts represent the proportion of up- and downregulated genes. (**b**) Visual networks of protein–protein interactions were generated by the StringApp of Cytoscape software based on the list of genes with significant (*p* *≤* 0.05) expression alterations and ≥|1.5| fold change (FC). Colors refer to the expression level of protein-coding genes (dark blue: FC ≤ −2, light blue: FC ≥ −2 and ≤−1.5, light red: FC ≥ 1.5 and ≤2, dark red: FC ≥ 2). (**c**) Top 10 genes showing significant (*p* *≤* 0.05) up- and downregulation visualized with volcano plots. Gray points represent all the transcripts detected by HTA 2.0 microarray, while significantly (*p* *≤* 0.05) altering genes with FC ≥ |1.5| value were marked with red and blue. P-val: *p*-value.

**Figure 5:**
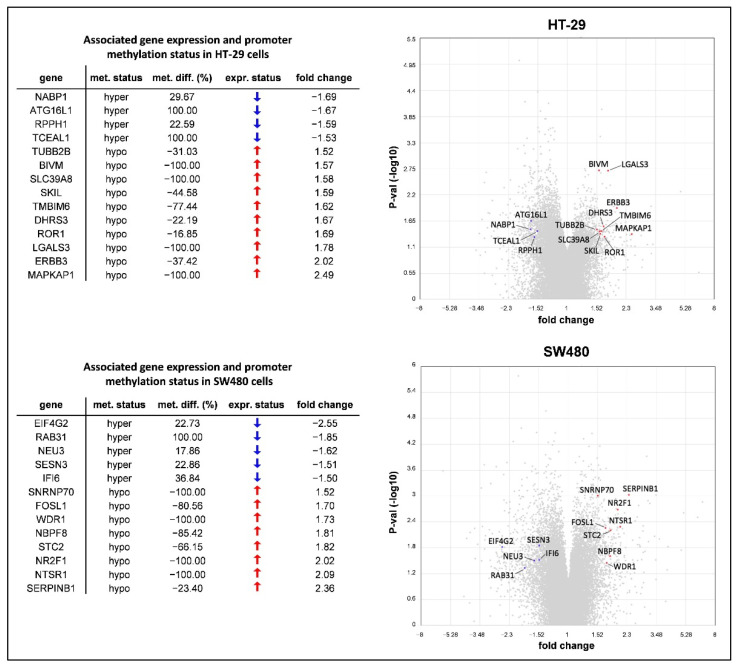
The intersection of genome-wide DNA methylation and gene expression data obtained by Reduced Representation Bisulfite Sequencing (RRBS) and Human Transcriptome Array (HTA) 2.0 analyses. Values represent the methylome and transcriptome pattern changes of 10,000 ng/mL folic acid (FA)-treated HT-29 and SW480 cells compared to non-treated samples (0 ng/mL FA). Only genes with promoter methylation status alteration in accordance with their expression level (*p* *≤* 0.05 and fold change ≥|1.5|) were listed (left) and also visualized in volcano plots (right). Gray points represent all the transcripts detected by the microarray, while blue ones highlight down- and red ones show upregulating genes from the list. met. status: DNA methylation status; met. diff.: DNA methylation difference; expr. status: gene expression status; P-val: *p*-value.

## Data Availability

The data presented in this study were uploaded to the Gene Expression Omnibus (GEO) repository, reference number [GSE186084].

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14071820/s1, Figure S1: DAPI (blue) and anti-γ-H2AX (green) double-staining of HT-29 and SW480 cell lines; Figure S2: DNA integrity evaluation of HT-29 and SW480 cell lines with comet assay after exposing the samples to different folic acid (FA) concentrations (0, 100, 10,000 ng/mL); Figure S3: Principal component analysis (PCA) of Human Transcriptome Array 2.0 (HTA 2.0) gene expression data obtained from non-treated (0 ng/mL) and 10,000 ng/mL folic acid (FA)-supplemented HT-29 and SW480 cells; Table S1: The raw data of Figure 1, Figure 2 and Figure 3; Table S2: The list of the top 10 differentially expressed genes.

# Supplementary material for: Folic Acid Treatment Directly Influences the Genetic and Epigenetic Regulation along with the Associated Cellular Maintenance Processes of HT-29 and SW480 Colorectal Cancer Cell Lines
**Source:** Cancers (Basel). 2022 Apr 3;14(7):1820. doi: 10.3390/cancers14071820
**Supplement:** Supplementary file 1

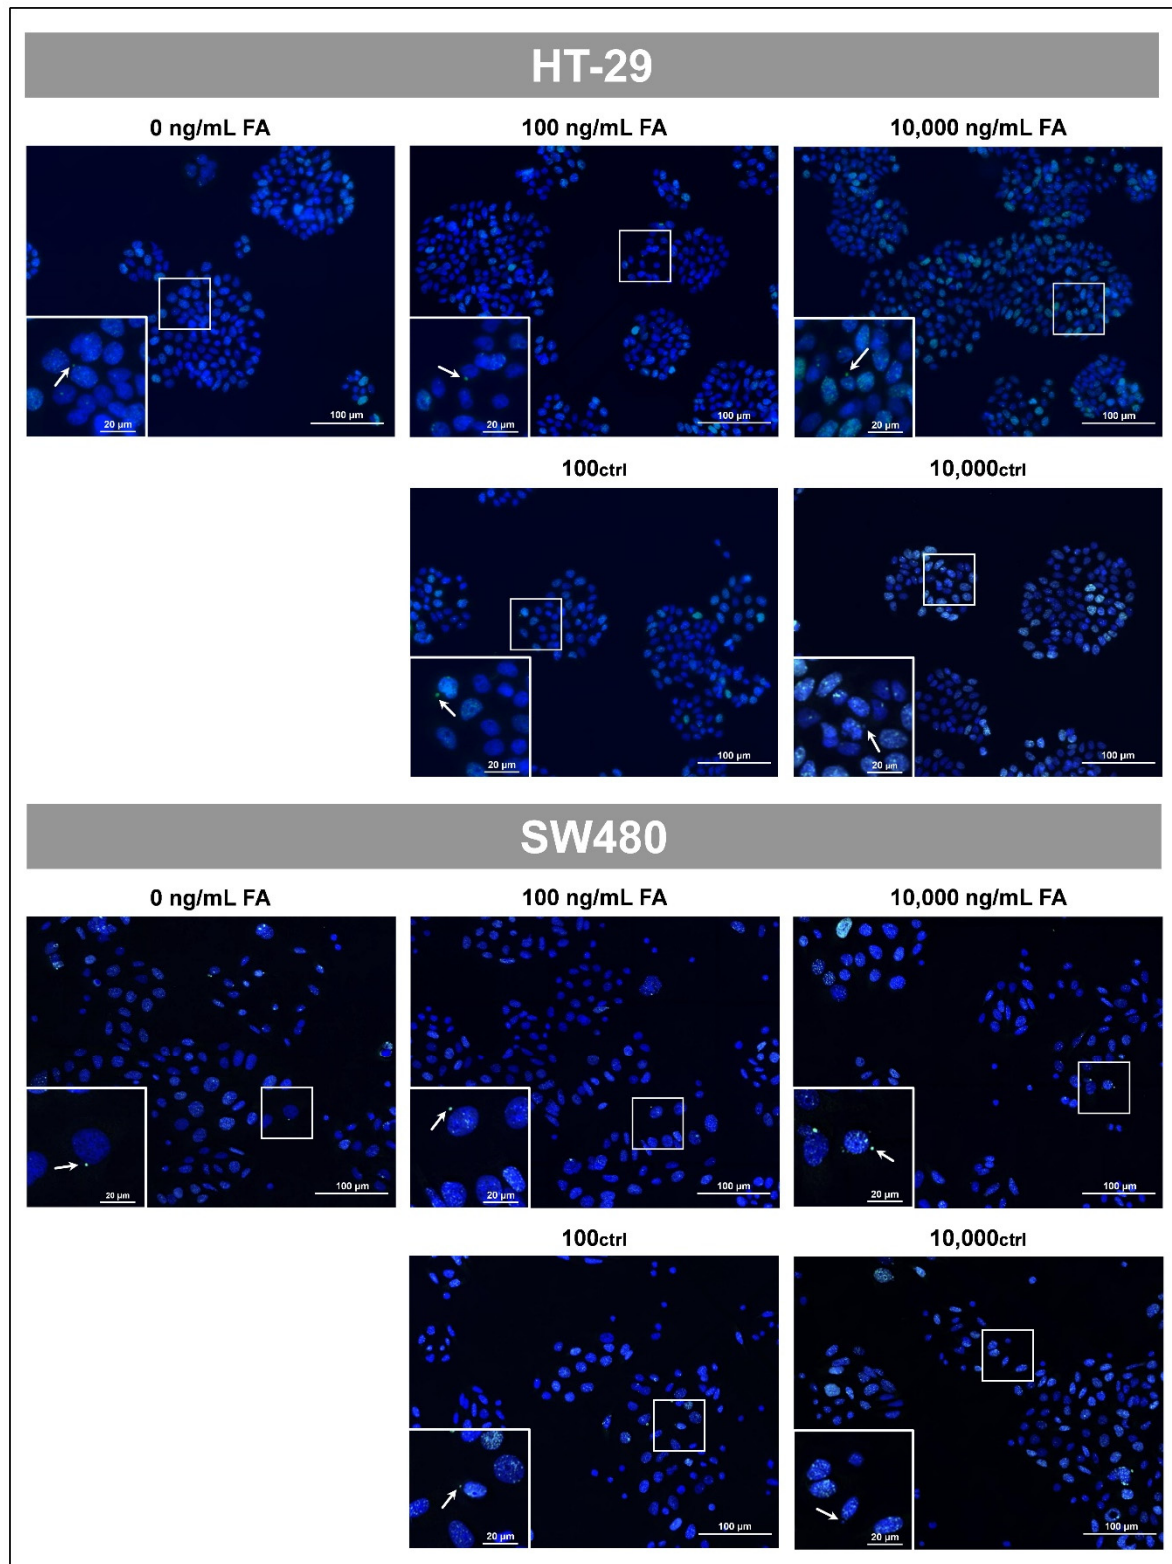

Figure S1. DAPI (blue) and anti- γ -H2AX (green) double-staining of HT-29 and SW480 cell lines. Genomic stability of non-treated (0 ng/mL) and folic acid (FA)-treated (100, 10,000 ng/mL) cells was detected with micronucleus scoring. FA was dissolved in 1 M NaOH before adding to the medium; therefore, we treated cells with 1M NaOH in the same amount used in the case of FA supplementation (100ctrl, 10,000ctrl) to detect its individual effect. Representative micronuclei are indicated with arrows.

# Supplementary material for: Folic Acid Treatment Directly Influences the Genetic and Epigenetic Regulation along with the Associated Cellular Maintenance Processes of HT-29 and SW480 Colorectal Cancer Cell Lines
**Source:** Cancers (Basel). 2022 Apr 3;14(7):1820. doi: 10.3390/cancers14071820
**Supplement:** Supplementary file 1

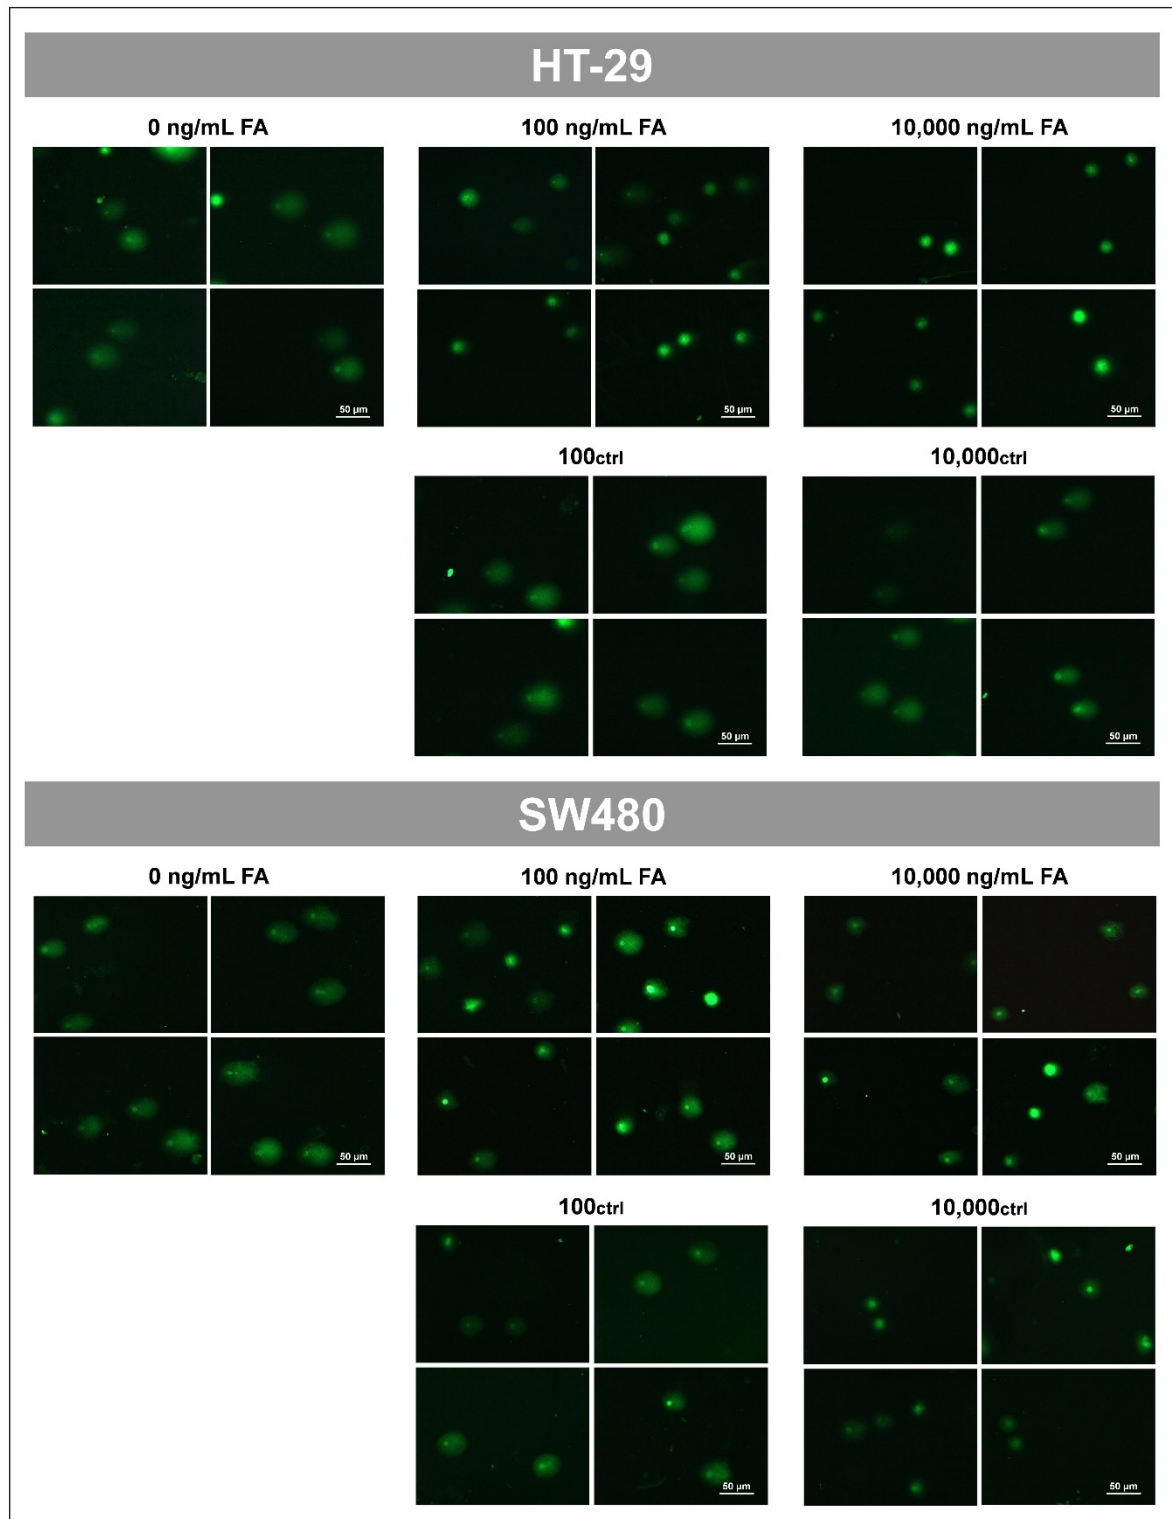

Figure S2. DNA integrity evaluation of HT-29 and SW480 cell lines with comet assay after exposing the samples to different folic acid (FA) concentrations (0, 100, 10,000 ng/mL). We dissolved FA in 1 M NaOH before it was added to the medium; therefore, cells were treated with 1M NaOH in the same amount used in the case of FA supplementation (100ctrl, 10,000ctrl) to detect its individual effect.

# Supplementary material for: Folic Acid Treatment Directly Influences the Genetic and Epigenetic Regulation along with the Associated Cellular Maintenance Processes of HT-29 and SW480 Colorectal Cancer Cell Lines
**Source:** Cancers (Basel). 2022 Apr 3;14(7):1820. doi: 10.3390/cancers14071820
**Supplement:** Supplementary file 1

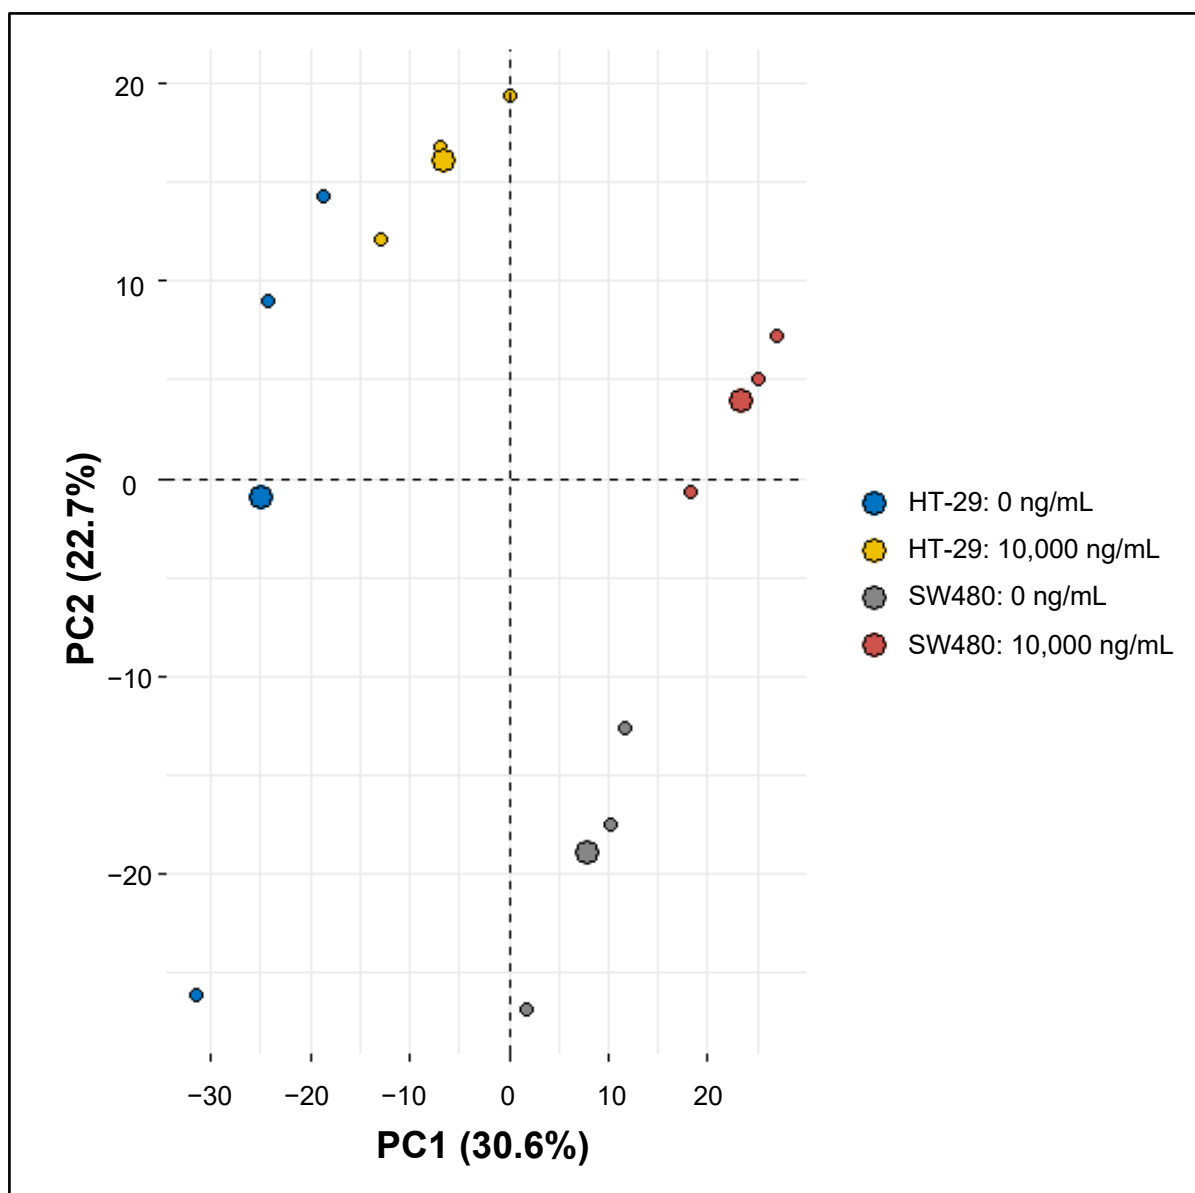

**Figure S3.** Principal component analysis (PCA) of Human Transcriptome Array 2.0 (HTA 2.0) gene expression data obtained from non-treated (0 ng/mL) and 10,000 ng/mL folic acid (FA)-supplemented HT-29 and SW480 cells. Only genes showing significant ( $p \leq 0.05$ ) expression alterations with a  $\geq 1.5$  fold change (FC) were evaluated. Small data points represent individual microarray samples, while large data points refer to the average of each sample group. PC: principal component.

How the deposited data were processed for this re-analysis (not part of the article)

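The log2 values of the 12 arrays were used as deposited. According to the authors they were made with SST-RMA (background correction, normalization and summarisation per transcript cluster) in Transcriptome Analysis Console 4.0, and the sample labels name RMA without a version. All 12 columns were used, 0 were left aside, and there were 0 missing values. No further normalization, filter or transformation was applied.

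The authors called clusters with an unadjusted p of at most 0.05 and a fold change of at least 1.5, annotated them with Ensembl BioMart and ran principal components with prcomp. Here limma 3.58.1 in R 4.3.3 fitted the means of the 4 groups with 8 residual degrees of freedom and moderated variances, and p-values were adjusted by Benjamini and Hochberg over 67528 clusters. The paper's criteria were applied to the same fit. The contrasts were the FA effect in HT-29, the FA effect in SW480, the difference of these effects (SW480 minus HT-29) and the difference between the untreated lines. Principal components were taken without scaling over the clusters that meet the criteria in either line. Distances between group means were taken on the first and second components only. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

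Genes were named from the platform table for clusters with a single symbol, 22465 genes in all. Of the 23781 such clusters, 21497 were matched by their Entrez number to the current reference symbols and 0 had to be renamed. Clusters with identical values on all arrays form 699 groups with 2407 members. For gene lists each gene was represented by its cluster with the highest mean. Genes are described when the paper names them in its results, discussion, conclusions, Table S2 or Figure 5, whose values had been seen by then. Per contrast, the 10 higher and 10 lower named clusters with the largest change among those that meet the paper's criteria and do not overlap between the groups were added. So were up to 4 members of each list with the smallest p, and any member of the folate list.

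The contrasts, the 40 gene lists, the main model and its variations were set before the data were examined, with the paper known. Lists with fewer than 5 measured genes were not tested (red blood cell markers with 3 and mitochondrially encoded genes with 0), which left 38. Lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, adjusted over the 38 lists, and single members were also adjusted over their list alone. The PDGF and chemokine lists were taken from the paper.

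The variations set beforehand were separate fits per cell line, an ordinary test per line, a variance trend with robust moderation, array weights, a block for the replicate number, a filter that drops the 33.3% lowest clusters, another quantile normalization, median centring of each array, single-symbol clusters only, leaving out each array in turn, a fold change of at least 2, counts of distinct symbols, the mean of all clusters of a gene, and principal components with scaling, over all clusters or over the 1000 most variable. Added after seeing the data were Tukey biweight averages (constant 5) with the p of the separate fits or of all 12 arrays, separate fits without HT-29 0 ng/mL replicate 3, and leaving out clusters with equal values on all 3 arrays of a group.

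Equal values on all 3 arrays of a group occur in 2115 clusters of HT-29 at 0 ng/mL (3.13%), 8275 of HT-29 at 10000 ng/mL (12.3%), 4535 of SW480 at 0 ng/mL (6.72%) and 7002 of SW480 at 10000 ng/mL (10.4%), and in 15689 in any group (23.2%). Their origin was not tested.

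The fit was tried on simulated values with 200 of 67528 clusters changed in SW480. With the spread of all arrays, a log2 change of 1 was recovered in 110 clusters (55%) with 6 false calls, and one of 2 in 186 (93%) with 11 false calls. In HT-29, where nothing was changed, 781 and 750 clusters met the paper's criteria and 0 passed adjustment in limma. Of the unchanged clusters in SW480 783 and 840 met them, against 703 measured there. That spread includes HT-29 0 ng/mL replicate 3 and is wider than that of SW480 alone: the expected SDs of the fold changes are 0.228 and 0.173. It is narrower than that of HT-29 alone, with an expected SD of 0.272. These counts therefore do not give the count that the spread of either line alone would. With the spread that remains without HT-29 0 ng/mL replicate 3, 150 (75%) and 193 (96.5%) were recovered. Then 329 and 317 unchanged clusters met the criteria in HT-29 and 300 and 314 in SW480. Without that array 477 were measured in HT-29 and 909 in SW480. The simulation kept 3 arrays in every group, while the measured untreated HT-29 group then had fewer. The simulated HT-29 counts therefore do not give the count to set against 477.

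FA was dissolved in NaOH, and the paper describes a treatment with NaOH alone as a control. The 12 arrays are labelled as untreated or FA-treated only, so FA and its solvent differ together in these comparisons. The cell assays, LINE-1 and genome-wide methylation, and the pathway analyses with STRING and PANTHER were not analysed here.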

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

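Splits of the arrays were planned before the data were examined, and all other tests of explanations here were chosen after the results were seen. For the difference of the FA effects (SW480 minus HT-29), 17 lists were called. With an estimated correlation 0 of them remained (adjusted p = 0.426 to 0.786), and 56 of 100 splits of the arrays gave at least 17 (highest other 28). Higher in SW480 relative to HT-29 were NRF2 targets (27 higher and 4 lower of 31, adjusted p = 3.93e-05), ATF4 targets (35 and 6 of 41, 2.33e-04), hypoxia genes (22 and 9 of 31, 0.0196), microRNA loci (720 and 318 of 1040, 0.00163) and long intergenic RNA (382 and 154 of 542, 0.00399). Lower were mitosis (3 higher and 31 lower of 34, 8.54e-05), DNA repair (9 and 39 of 50, 0.00129), NF-kB genes (12 and 23 of 35, 0.00103), interferon-stimulated genes (5 and 31 of 36, 1.38e-09), antigen presentation (5 and 14 of 19, 0.00129), cholesterol synthesis (4 and 15 of 20, 0.00129), oxidative phosphorylation (6 and 29 of 36, 3.93e-05), ribosomal proteins (10 and 38 of 48, 0.00129), intestinal markers (14 and 26 of 40, 0.00236), the chemokine genes of the paper (1 and 4 of 5, 0.00236), 7SL and 7SK RNA (2 and 10 of 12, 2.79e-04) and histones (9 and 24 of 33, 4.21e-04). They are given because the paper tested each line apart and not the difference, and whether FA is their source is left open. Without HT-29 0 ng/mL replicate 3 the adjusted p was 0.943 for mitosis, 0.480 for DNA repair, 0.101 for cholesterol synthesis, 0.126 for oxidative phosphorylation, 0.407 for ribosomal proteins, 0.0532 for the chemokine genes, 0.597 for microRNA loci, 0.768 for long intergenic RNA and 0.212 for histones. Without SW480 0 ng/mL replicate 2 it was 0.0555 for ribosomal proteins, 0.0607 for intestinal markers and 0.221 for hypoxia genes, and without SW480 0 ng/mL replicate 3 it was 0.0544 for microRNA loci and 0.0921 for long intergenic RNA. Hypoxia genes also lost the call without HT-29 0 ng/mL replicate 1 (0.220) or 2 (0.434), HT-29 10000 ng/mL replicate 2 (0.158) or 3 (0.0947) and SW480 10000 ng/mL replicate 1 (0.0522) or 3 (0.0788). Of single clusters, TC04001510 (log2 fold change -0.74), TC05003120 (1.53) and TC07000860 (-0.92) passed in SW480, and the paper does not mention them.

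The HT-29 direction turned with HT-29 0 ng/mL replicate 3. The deviation of that array correlates at -0.591 with the mean of the other HT-29 arrays over clusters, which restates its smaller SD and does not test a cause, so the cause is left open. Another quantile normalization leaves the lower share of single-symbol clusters at 20.9%, which excludes a difference of distribution that this step removes. SW480 RNA mixed into the array is excluded as well, since the median deviation of clusters low in HT-29 and high in SW480 minus that of clusters low in both lines is -0.11.

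Small structured RNAs were lower in SW480. After merging copies that vary together closely within groups, 338 of 458 distinct profiles (73.8%) of the classes called lower were lower, against 57.7% of all clusters. Such close copies alone do not account for the pooled share. Copies that vary together less closely were still counted apart. With an estimated correlation 0 SW480 lists were called, so genes that vary together could account for the calls. The share was 85.3% for 5S rRNA, 9 of 9 for 7SL and 7SK RNA and 67.6% for small nuclear RNA, but 61.0% for small nucleolar RNA, where the role of close copies is left open. Recovery of short RNA that varies from array to array cannot be told from an FA effect: the lowest correlation between the classes over the 6 SW480 arrays was -0.745, between small nucleolar RNA and another class, while 5S rRNA and small nuclear RNA correlated at 0.81.

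NRF2 and ATF4 targets parted between the lines. The outlying HT-29 array does not account for this, since without it the NRF2 list had an adjusted p of 2.00e-09. Genes that vary together could account for the calls, since with an estimated correlation the NRF2 list had an adjusted p of 0.666.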

How the results depend on the processing

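The separate fits without HT-29 0 ng/mL replicate 3, the biweight averages and the fit without tied clusters were chosen after the results were seen. For the FA effects and their difference, counts of single clusters are small or depend on single arrays, while lists carry most of the calls. With array weights, 4797 clusters passed in HT-29, 15 in SW480, 39 for the difference and 46536 between the untreated lines, but the weights ran from 0.0333 for HT-29 0 ng/mL replicate 3 to 14.8 for replicate 1, so that fit rests on few arrays. SW480 calls numbered 0 with separate fits, 2 with the ordinary test, 0 with median centring and 0 among single-symbol clusters, where the untreated lines differed in 13741. For the paper's criteria in HT-29 the counts and shares of lower clusters were 348 (73.0%) with separate fits, 185 (67.6%) with the ordinary test, 1928 (85.1%) with array weights, 254 (22.0%) for single-symbol clusters, 171 (49.7%) at a fold change of at least 2, 263 (22.1%) for distinct symbols and 378 (88.4%) with separate fits without HT-29 0 ng/mL replicate 3. The lower share was 52.5% with the low signal filter, 49.0% after another quantile normalization and 26.1% with median centring, which moves the HT-29 median from -0.08 to 0.07. Biweight averages gave 333 (76.0%) with the p of separate fits and 558 (74.9%) with that of all 12 arrays. In SW480, 173 single-symbol clusters met the criteria, 168 at a fold change of at least 2 (76.2% lower) and 168 distinct symbols, and the lower share was 61.2% with array weights and 53.6% with median centring. Clusters meeting them in both lines numbered 6 with separate fits, 1 with the ordinary test, 89 with array weights, 2 for single-symbol clusters, 6 at a fold change of at least 2, 2 for distinct symbols and 7 with biweight averages and separate fits. Whether the replicate numbers pair the samples is not stated by the labels. Deviations of same-numbered treated and untreated arrays correlated at -0.07, 0.16 and -0.02 in HT-29 and at -0.08, 0.01 and 0.40 in SW480. Pairing was to be taken only if every pair of a line exceeded 0.1, so it was not assumed. These values do not exclude it. With a replicate block 0 clusters passed in SW480, 1305 met the criteria in HT-29 (52.4% lower), 37 did so in both lines, and the SW480 lower share was 60.8%. With an estimated correlation 0 lists were called in HT-29, 0 in SW480 and 0 for the difference, with fry 0, 2 and 0, and with array weights 10 for the difference. Directions of lists turned with array weights for ribosomal proteins in HT-29 (adjusted p = 0.649) and for the difference (0.309) and for DNA repair in the difference (0.850). Another quantile normalization turned cholesterol synthesis (0.684), glycolysis (0.444) and ribosomal proteins (0.0208) in HT-29, ribosomal proteins (0.0183) and long intergenic RNA (0.986) in SW480 and ribosomal proteins in the difference (0.643). Leaving out HT-29 0 ng/mL replicate 3 turned ribosomal proteins (0.719) and histones (0.947) in HT-29, and replication (0.0194), mitosis (0.943), DNA repair (0.480), ribosomal proteins (0.407), 5S rRNA (0.00514) and long intergenic RNA (0.768) in the difference, and separate fits without it turned ribosomal proteins in HT-29 (0.176). For these lists the adjusted p over all arrays left out in turn ran from 6.49e-06 (ribosomal proteins) and 5.04e-05 (histones) in HT-29, and in the difference from 0.0137 to 0.866 for replication, from 7.75e-07 for mitosis, from 4.28e-05 for DNA repair and for ribosomal proteins, up to 0.966 for 5S rRNA and from 1.69e-04 for long intergenic RNA. Leaving out each array in turn gave 0 to 0 calls in HT-29, 0 to 8 in SW480, 0 to 1 for the difference and 24129 to 36393 between the untreated lines. The criteria were then met by 318 to 4523 clusters in HT-29 (56.2% to 86.6% lower), by 542 to 1057 in SW480 (56.4% to 74.5% lower) and by 8 to 39 in both. The ratio of effect sizes ran from 0.546 to 1.11, that of the component distances from 0.0665 to 8.45, and the lists called from 12 to 22 in HT-29, 14 to 28 in SW480 and 12 to 22 for the difference. Without tied clusters 1026 clusters met the criteria in HT-29 and 734 in SW480, and 4 passed in SW480. Array signals carry background, which shrinks fold changes of low clusters, and the cause of the other shifts was not tested.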

Differences from the paper's values

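Comparisons with the paper's values were made after the results were seen, beside variations of the fit set before the data were examined. The paper gives 458 genes for HT-29, against 919 clusters here. Of these variations, those within 1.5-fold of the paper's number are separate fits per line (348) and the fits without HT-29 0 ng/mL replicate 3 (477) or HT-29 10000 ng/mL replicate 2 (318). The paper counts transcripts with a gene symbol in another annotation, while these are all clusters, of which 40, 73 and 49 have a single symbol. It is further off with the ordinary test (185), a variance trend (893), array weights (1928), a replicate block (1305), the low signal filter (773), another quantile normalization (990), median centring (880), single-symbol clusters (254), a fold change of at least 2 (171), distinct symbols (263) or any other array left out (697 to 4523). Of the alternatives added after seeing the data, separate fits without HT-29 0 ng/mL replicate 3 gave 378 and the fit without tied clusters 1026. Biweight averages, chosen after seeing the values, gave 333 with the p of separate fits, which drops 11 of the 20 HT-29 clusters of Table S2, and 558 with the p of all 12 arrays, which drops 1.

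The first principal component holds about 31% and the second about 23% in Figure S3, read by eye, against 73.8% and 12.1% here. Scaling each cluster to unit variance, set before the data were examined, gave 40.4% and 26.5%, which is near. All clusters gave 72.5% and 14.8% and the 1000 most variable 94.8% and 2.97%, which are not.

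Of the 40 fold changes of Table S2, 2 differed by more than the spread of the arrays. FAM95B1 has -3.15 there and -2.42 here. It is reached by another quantile normalization and without HT-29 0 ng/mL replicate 1 or HT-29 10000 ng/mL replicate 1, and not by the other variations, such as array weights (-1.86) or median centring (-2.17). RN7SL40P has -2.08 there and -1.61 here. It is reached with array weights and without HT-29 0 ng/mL replicate 2 or HT-29 10000 ng/mL replicate 3, and not by the others. With Tukey biweight averages, chosen after seeing the values, 0 of the 40 differ, the largest gap on the log2 scale being 0.0138 in HT-29 and 0.0187 in SW480, and with the p of all 12 arrays these averages drop 1 HT-29 and 2 SW480 clusters of Table S2 from the criteria. The means of the arrays differ from Table S2 by up to 0.78 in HT-29 and 0.68 in SW480.

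Several statements differ from values here. The paper states that most genes decreased in HT-29, and among clusters meeting its criteria 57.3% were lower, but 21.3% of those with a single symbol. This depends on the arrays and the fit: without HT-29 0 ng/mL replicate 3, 86.6% of all and 79.5% of single-symbol clusters were lower. The single-symbol share was 55.1% without HT-29 10000 ng/mL replicate 2, and with all arrays 55.0% in separate fits, 53.3% in the ordinary test and 77.1% with array weights. With biweight averages, chosen after seeing the values, it was 78.9% (30 of 38) with the p of separate fits, which drops 11 of the 20 HT-29 clusters of Table S2, and 48.5% with the p of all 12 arrays, which drops 1. The paper states a larger extent of change in SW480, and the ratio of effect sizes was 0.768. That of the distances on the first and second components alone was 0.0971. These ratios exceed 1 without HT-29 0 ng/mL replicate 3 (1.11 and 3.73), and the latter also without HT-29 10000 ng/mL replicate 2 (8.45). The common set includes TXNIP, SFN and RPPH1, of which none met the criteria in HT-29. With biweight averages (11.87 and 10.79) SFN has the averages of Table S2, but its unadjusted p in limma was 0.0952. The PDGF genes are given as higher in HT-29, and 0 of the 5 measured met the criteria in their listed clusters, while STAT3 met them in its cluster of Table S2 (1.11). Of the chemokine genes given as lower, CCL7 (-0.14) and PLCG2 (-0.06) did not meet them. YWHAZ is given as lower in HT-29 and was at 0.20 in its listed cluster. TNF, given as lower in SW480, was at -0.46 in its listed cluster, outside the criteria. The paper used another annotation, and clusters of these genes that the platform table does not list were not compared. The values therefore do not decide between the statements. Of the Figure 5 genes with a cluster, 0 of 4 lower and 3 of 10 higher ones in HT-29, and 1 of 5 lower and 2 of 6 higher ones in SW480, met them in listed clusters, and MAPKAP1 in HT-29 met them in its cluster of Table S2 (1.39). SNORA38B did not meet them in SW480, though it did without HT-29 0 ng/mL replicate 3. For the 5S rRNA genes that it names, RNA5SP150 among them, the paper gives a single fold change of -3.72. The cluster of that value met the criteria here (log2 fold change -2.09). RNA5SP150 in a cluster of its own did not, and the paper gives no separate value for it.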

Other observations

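Only the fit without tied clusters was chosen after the results were seen, while the splits of the arrays, the lists and the other settings were fixed before the data were examined. Folate uptake and one-carbon genes, which take up FA and pass on its carbon units, were not called in either line with all clusters. In HT-29 17 were higher and 9 lower of 27 (median 0.12, adjusted p = 0.0685, 0.650 without HT-29 0 ng/mL replicate 3, and called at 0.0103 without tied clusters), with MTHFD1, the trifunctional folate enzyme, at 0.82 and MTR, which remakes methionine, at 0.35. In SW480 13 were higher and 12 lower (median 0.00, adjusted p = 0.807), with the mitochondrial MTHFD2 at 0.33, the thymidylate synthase TYMS at 0.26 and the folate receptor FOLR1 at -0.23. Enzymes of DNA methylation and demethylation had 8 higher and 7 lower of 16 in HT-29 (median 0.03, adjusted p = 0.217), with the maintenance enzyme DNMT1 at 0.25.

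The calls of stress genes in HT-29 depended on the arrays and on the scaling. NRF2 targets had 14 higher and 17 lower (median -0.02, 0.13 with median centring, adjusted p = 0.367), and were called lower without HT-29 0 ng/mL replicate 3 (1.01e-04) or HT-29 10000 ng/mL replicate 1 (8.66e-04), and with all arrays after another quantile normalization (median -0.15, 5.62e-07), with array weights (2.94e-04) and, relative to other genes, with median centring (0.0112). ATF4 targets had 13 higher and 28 lower (median -0.08, 0.08 with median centring, adjusted p = 0.126), and were called lower without the same arrays (2.05e-04 and 2.54e-06), after another quantile normalization (median -0.24, 8.38e-07), with array weights (0.00495), with the low signal filter (0.0172), without tied clusters (0.0423) and with median centring (0.00279). Targets of p53 had 13 higher and 11 lower of 26 in HT-29 (median 0.00), and hypoxia genes a median of 0.00 and antigen presentation one of 0.01 (adjusted p = 0.367 for all). Hypoxia genes were called without HT-29 10000 ng/mL replicate 2 (0.0183). Intestinal markers had a median of 0.01 (0.175) and were called after another quantile normalization (0.00567), with median centring (0.00505) and without tied clusters (0.0404). Mesenchymal genes had a median of -0.03 and a mean of 0.06, which goes the other way (0.728), and were called without tied clusters (0.0358). Of small RNAs in HT-29, small nucleolar RNA had 91 higher and 167 lower of 258 (median -0.11, 0.04 with median centring, 0.0870), small nuclear RNA 68 and 146 of 216 (-0.10, 0.0628), 7SL and 7SK RNA 4 and 8 of 12 (-0.12, 0.367) and Y RNA 16 and 40 of 56 (-0.16, 0.184). Small nuclear RNA was called with separate fits (0.0345), array weights (0.00495), a replicate block (0.0367), the low signal filter (0.00729), another quantile normalization (4.51e-07), median centring (1.89e-08) and without HT-29 0 ng/mL replicate 3 (1.18e-04), HT-29 10000 ng/mL replicate 3 (5.91e-04), SW480 0 ng/mL replicate 3 (0.0482) or SW480 10000 ng/mL replicate 1 (0.0499). After another quantile normalization and with median centring, small nucleolar RNA (1.31e-05 and 2.41e-09), 7SL and 7SK RNA (0.0287 and 0.0252) and Y RNA (0.00588 and 3.29e-06) were called too. Small nucleolar RNA was also called without replicate 3 of either HT-29 group (0.0355 untreated and 0.0139 treated), and Y RNA without that of the treated group (0.0158). The low signal filter called small nucleolar RNA (0.0350) and Y RNA (0.0215), and leaving out tied clusters small nuclear RNA (0.0111), small nucleolar RNA (0.0117) and Y RNA (0.0423).

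In SW480, stress genes of the endoplasmic reticulum had a median of 0.03 (adjusted p = 0.0593), Notch targets one of -0.03 (0.814), Wnt targets 0.01 (0.575), cholesterol synthesis -0.05 (0.109), oxidative phosphorylation -0.03 (0.456), ribosomal proteins 0.00 (0.807), Y RNA -0.07 (0.226), microRNA loci -0.04 (0.247) and histones -0.11 with 12 higher and 20 lower (0.0854). Some of these were called under other settings. Stress genes of the endoplasmic reticulum were called with separate fits (0.0401), with a replicate block (0.0237) and without SW480 0 ng/mL replicate 3 (0.00317) or SW480 10000 ng/mL replicate 1 (8.60e-04). Cholesterol synthesis (0.00112), oxidative phosphorylation (5.45e-04) and histones (0.00370) were called after another quantile normalization. Cholesterol synthesis was called without SW480 0 ng/mL replicate 1 (0.0243) or 2 (0.0127). Histones were called with median centring (0.00532), with the low signal filter (0.0259), without tied clusters (0.0449) and without SW480 0 ng/mL replicate 1 (0.00790) or SW480 10000 ng/mL replicate 3 (0.0352). Y RNA and microRNA loci were called with median centring (0.0133 and 0.00987) and without SW480 0 ng/mL replicate 3 (0.00968 and 0.0139) or SW480 10000 ng/mL replicate 1 (4.46e-04 and 0.0461). Fibroblast markers, 11 genes foreign to these cultures, had 1 higher and 10 lower in HT-29 (median -0.06, 0.08 after another quantile normalization, 0.0519, called at 0.0446 with a variance trend, 0.0449 with the ordinary test, 0.0215 with the low signal filter and 0.0231, 0.0377 and 0.0356 without untreated replicate 1, untreated replicate 2 or treated replicate 2) and a median of -0.01 in SW480 (0.297), and 13 immune cell markers had -0.11 in HT-29 (0.296) and -0.06 in SW480 (0.133).

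The arrays of each line were also split in all other ways into 3 and 3. In HT-29, 4 of the 10 splits, the real one included, gave at least the 919 clusters that meet the criteria (highest other 1270) and 5 at least the 19 lists (highest other 25), so the real grouping does not stand out there. In SW480 2 gave at least 703 clusters (highest other 743), 1 at least 4 calls (highest other 0) and 1 at least 25 lists (highest other 24). Splits this few cannot give a share under 0.05. For the difference 56 of 100 splits gave at least 17 lists (highest other 28), so that its list calls are consistent with structure among the arrays other than FA. With 0 real calls of clusters in HT-29 and for the difference, 10 of 10 and 100 of 100 splits reach the count whatever the data (highest other 1 and 0), which tests nothing. Between the untreated lines 1 of 10 gave as many as 28865 (highest other 0).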
